# Histone Demethylases ELF6 and JMJ13 Antagonistically Regulate Self-Fertility in Arabidopsis

**DOI:** 10.3389/fpls.2021.640135

**Published:** 2021-02-12

**Authors:** Charlie Keyzor, Benoit Mermaz, Efstathios Trigazis, SoYoung Jo, Jie Song

**Keywords:** chromatin regulation, histone modification, histone demethylases, epigenetics, flower development, self-fertility

## Abstract

The chromatin modification H3K27me3 is involved in almost every developmental stage in Arabidopsis. Much remains unknown about the dynamic regulation of this histone modification in flower development and control of self-fertility. Here we demonstrate that the H3K27me3-specific demethylases ELF6 and JMJ13 antagonistically regulate carpel and stamen growth and thus modulate self-fertility. Transcriptome and epigenome data are used to identify potential targets of ELF6 and JMJ13 responsible for these physiological functions. We find that ELF6 relieves expansin genes of epigenetic silencing to promote cell elongation in the carpel, enhancing carpel growth and therefore encouraging out-crossing. On the other hand, JMJ13 activates genes of the jasmonic acid regulatory network alongside the auxin responsive SAUR26, to inhibit carpel growth, enhance stamen growth, and overall promote self-pollination. Our evidence provides novel mechanisms of self-fertility regulation in *A. thaliana* demonstrating how chromatin modifying enzymes govern the equilibrium between flower self-pollination and out-crossing.

## Introduction

As a predominantly self-fertilizing plant, the growth and development of the male and female organs in the Arabidopsis flower need to be coordinated. How this is achieved is not yet fully understood (Wellmer et al., 2013). Since chromatin regulation is involved in almost every developmental process of a plant's life cycle, we investigated how it contributes toward the correct timing of floral organ development to enable self-fertility. A particular histone modification that is highly dynamic throughout Arabidopsis development is the trimethylation of the lysine 27 residue of histone 3 (H3K27me3) which induces transcriptional silencing (Francis et al., 2004; Entrevan et al., 2016; Frerichs et al., 2019). H3K27me3 is deposited at thousands of Arabidopsis genes by the polycomb repressive complex 2 (PRC2) (Zhang et al., 2007; Lafos et al., 2011) and represses floral development genes in the seedling (Wang et al., 2016). Accordingly, at some developmental stage these floral development genes must be reactivated by removal of H3K27me3 and addition of active chromatin marks such as H3K4me3 or H3K36me3 (Pfluger and Wagner, 2007).

Three genes have been demonstrated to encode targeted H3K27me3 specific demethylases which may reactivate these floral development genes; ELF6, REF6, and JMJ13 (Lu et al., 2011; Crevillén et al., 2014; Yan et al., 2018). Recent findings suggest that each demethylase is recruited to a large number of target genes, some of which are targeted by more than one demethylase (Yan et al., 2018; Antunez-Sanchez et al., 2020). Recruitment to these genes is achieved by a combination of direct DNA binding via a Zinc finger domain and interaction with other transcription factors (Yu et al., 2008; Li et al., 2016; Yan et al., 2018). Certain physiological functions have already been assigned to the three demethylases, such as regulation of flowering time (Zheng et al., 2019), control of leaf cell elongation (Yu et al., 2008) and resetting the epigenome across generations (Crevillén et al., 2014; Antunez-Sanchez et al., 2020; Borg et al., 2020). Functions such as controlling leaf cell elongation require specific targeting of the demethylases to a subset of their global target genes. In the context of leaf cells, this is achieved by the interaction of ELF6 and REF6 with the BZR2 transcription factor which recruits the demethylases to specific target genes (Yu et al., 2008). Furthermore, in floral buds REF6 has been demonstrated to interact with a number of developmentally important MADS-box transcription factors (Yan et al., 2018).

The role of the demethylases in epigenetic reactivation of floral development genes and thus control of floral development is poorly understood. Though changes to floral morphology have been observed in *elf6 jmj13 ref6* triple mutants (Yan et al., 2018), the function of each individual demethylase in floral development and self-pollination control is unknown. In this study we reveal that two of the histone demethylases, ELF6 and JMJ13, antagonistically regulate self-pollination by modulating the growth of stamen and carpel, linking ELF6/JMJ13-dependent chromatin regulation to floral development and self-fertility. We further investigate the transcriptome and epigenome changes caused by loss of these demethylases to predict the target genes which may be responsible for these novel developmental functions.

## Materials and Methods

### Plant Material

*A. thaliana* Columbia-0 ecotype (Col-0) was used in this study as wild-type material. All knock-out mutants were T-DNA insertions of Col-0: *jmj13* (GABI_113B06), *elf6-3* (SALK_074694C), *ref6-1* (SALK_001018C). Double and triple mutants were generated by crossing and genotyping (kindly provided by Prof C Dean, John Innes Centre, UK). pJMJ13::JMJ13-GFP in *jmj13* genetic background and p35S::ELF6-GFP in *elf6* genetic background (Kindly provided by Dr. H Yang and Prof C Dean, John Innes Centre, UK) were used for phenotypic complementation.

### Fertility Assessment

The number of failed siliques was counted on the primary inflorescence after approximately 6 weeks of growth such that at least 10 siliques had matured on each primary inflorescence sampled.

### Floral Organ Phenotype Measurements

Col-0, *elf6, jmj13, ref6*, all double and triple mutants were grown for 4–5 weeks until flowering. Stage 14 buds, as defined by Smyth et al. (1990), corresponded to the 2 youngest open buds of the inflorescence and were used as samples for floral organ height quantification. Buds were imaged using either the Leica MZ165 or the Olympus SZ61. ImageJ (Rueden et al., 2017) was used to perform measurements of stamens and carpels.

### Pollen Viability Assay

Pollen from stage 14 flowers the first four flowers were stained with 5 ug/ml of fluorescein diacetate to examine pollen viability (*n* = 5 flowers per genotype, *n* > 150 pollen grains per genotype).

### Transcriptome Sequencing

RNA was extracted from stage ~9–13 buds (Smyth et al., 1990) by phenol-chloroform extraction (Box et al., 2011). Single-end deep sequencing of two replicates from each genotype was performed after mRNA enrichment (BGI technology). Sequences (>30 million from each sample) were aligned to the TAIR10 genome using bowtie2 (Langmead and Salzberg, 2012) and differentially expression analysis performed using NOISeq (Tarazona et al., 2011). Differentially expressed genes are defined by a 2-fold change in expression and a NOISeq probability score ≥ 0.8.

### Ploidy Analysis

Ploidy analysis method was adapted from Yang et al. (2019). Sixteen carpels for each genotype were dissected from stage 14 flowers at inflorescence positions 1 and 2. The dissected carpels were immediately placed in ~400 ul of nuclei isolation buffer (0.01 M MgSO4, 0.05 M KCl, 1.2 mg/ml HEPES buffer, 10 mM DTT, 2.5% Triton-X100 in water). Carpel tissue was then diced in the buffer to release the nuclei and was filtered through a double layer of Mira-cloth (pore size 22–25 μm). DAPI was added to a final concentration of 2 μg/ml and incubated at room temperature for 15 min. This solution (400 μl) was then run through the BD LSR Fortessa™ flow cytometer and DAPI was excited with a 405 and 640 nm laser and light collected at 450 nm+/−25 and 780 nm+/−30, respectively.

### Cell Elongation Analysis

Flowers from Col-0 (*n* = 4), *elf6* (*n* = 3), and *jmj13* (*n* = 2) were sampled at stage 14 from the first flower position on the inflorescence. Each flower was dissected to leave just the intact gynoecium attached to the stem. The gynoecium was cleared in 80% isopropanol for between 110 and 130 min and then stained in 20 μg/ml propidium iodide (PI) solution for 20 min. The PI stained gynoeciums were imaged with a Leica SP5 upright confocal microscope with an excitation wavelength of 514nm and an emission capture range of 585–602 nm. Cross-sections of the upper and lower carpel were imaged. The cells of the outer epidermal cell files of the carpel were measured along the long axis of the carpel in ImageJ (Rueden et al., 2017), measuring at least 95 cells per genotype.

### General Data Analysis

The R statistical programming language (R Core Team, 2019) was used for all data analysis and graph generation excluding the flow cytometry data which was analyzed in FCSalyzer (https://sourceforge.net/projects/fcsalyzer/). The following R packages were utilized in the analysis and graphing of data: tidyverse (Wickham et al., 2019), eulerr (Larsson, 2020), BioMaRt (Durinck et al., 2009).

### Gene Accession Numbers

*A. thaliana* gene locus identification codes for genes mentioned in this study (for the full list of predicted target genes see Supplementary Table 1) are as following: ELF6 (AT5G04240); REF6 (AT3G48430); JMJ13 (AT5G46910); BZR1 (AT1G75080); BZR2 (AT1G19350); INO (AT1G23420); MYB24 (AT5G40350); SMR8 (AT1G10690); EXPA1 (AT1G69530); EXPA3 (AT2G37640); EXPB3 (AT4G28250); SAUR26 (AT3G03850); AGP14 (AT5G56540); AGP22 (AT5G53250); AGP7 (AT5G65390).

### Data Availability

All RNA sequencing datasets generated in this study can be accessed through NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/gds) under accession number GSE164739.

## Results

### ELF6 and JMJ13 Antagonistically Regulate Arabidopsis Self-Fertility via Floral Organ Growth

Fertility in the context of Arabidopsis refers to the ability of a flower to generate a full-length silique with viable seeds. Arabidopsis thaliana is predominantly self-fertilizing, in that the female gynoecium of a typical flower is fertilized by pollen from the same flower. However, the first two flowers to mature often fail to self-fertilize resulting in stunted siliques (Figure 1A). The infertility in these first two flowers is caused by a failure to self-pollinate, as the stigma extends beyond the reach of the mature stamens preventing pollen transfer from anther to stigma (Figure 2A). By manually fertilizing flowers with their own pollen, we restored fertility confirming that the absence of self-fertility is not caused by gamete viability but by failure to transfer pollen (Supplementary Figure 1).

**Figure 1:**
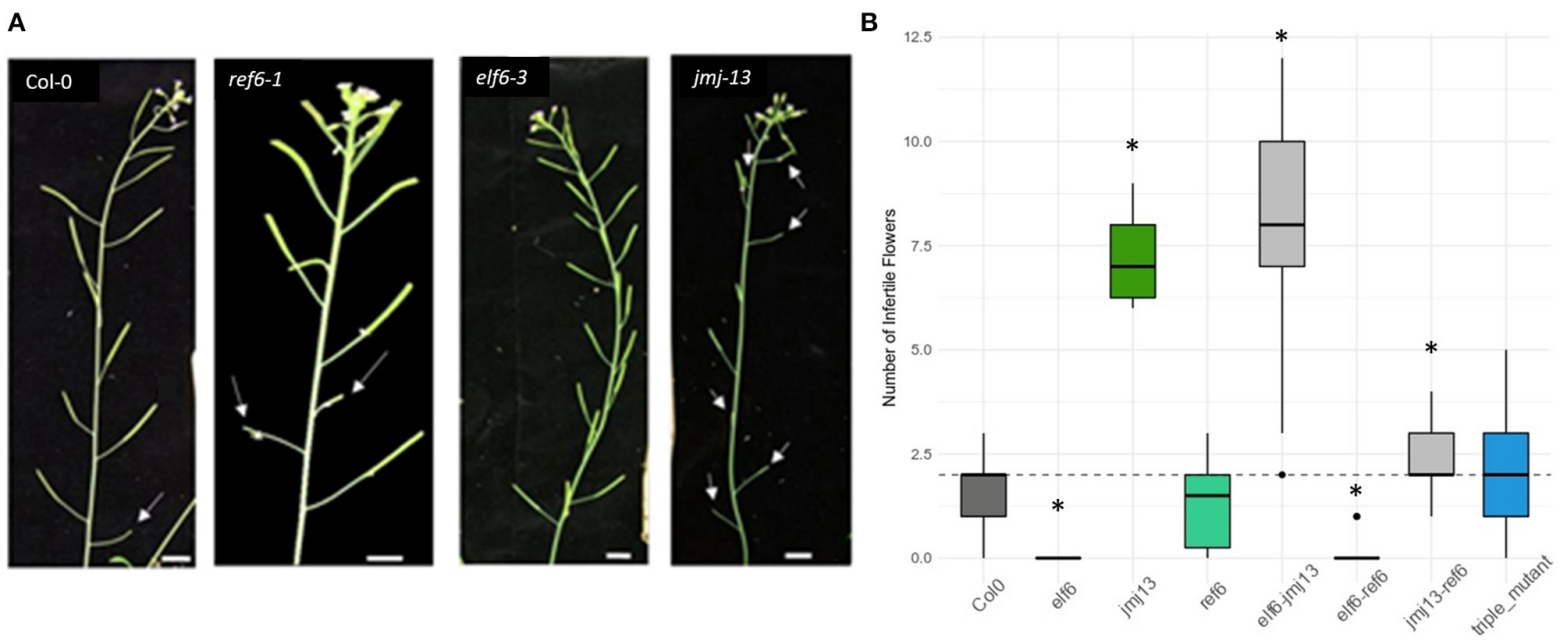
Fertility phenotypes of H3K27me3 demethylase knock-out mutants. **(A)** Varying degrees of self-fertility in the demethylase knock-out mutants. The white arrow heads point to aborted siliques caused by failed self-pollination, as seen in the first flower of Col-0 and to the eighth flower of *jmj13*. Scale bars represent 1 cm. **(B)** Quantification of self-fertility. Numbers of aborted siliques are plotted with asterisks indicating which data point is statistically significant as compared to that of Col-0 (*p* < 0.05, *t*-test). The dashed horizontal line represents the median *y*-axis value of Col-0.

**Figure 2:**
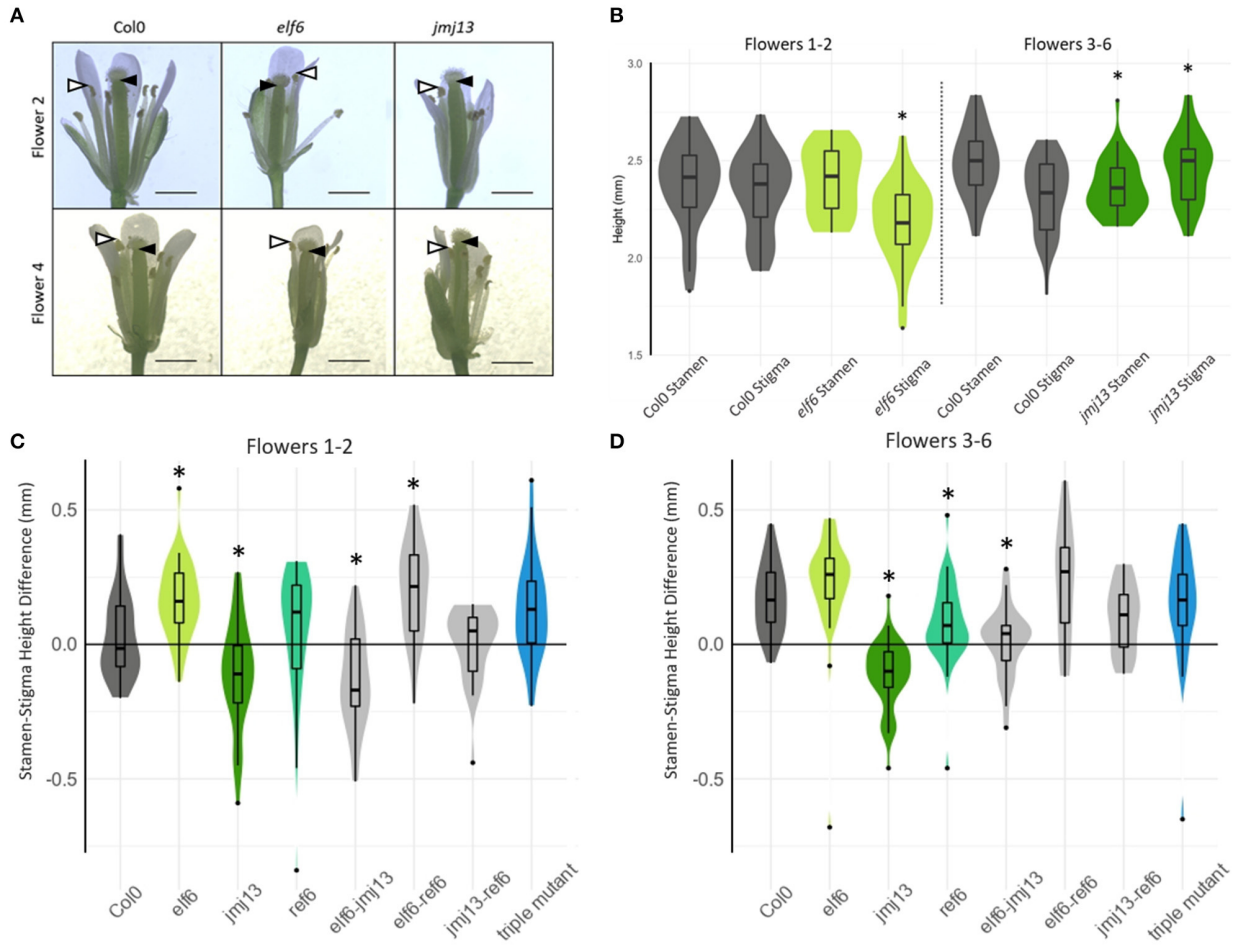
Quantification of floral organ lengths in H3K27me3 knock-out mutants. **(A)** Representative images of stage 14 flowers of the indicated genotypes from flower positions 2 and 4 (scale bars represent 1 mm). Black arrow heads indicate the lowest point of the stigma closest to the receptacle, whilst white arrow heads indicate highest point of the tallest stamen, the difference of which correlates with self-fertility. **(B)** The absolute heights of stamen and stigma from Col-0, *elf6*, and *jmj13* flowers. Measurements were taken from receptacle to the top of the highest stamen and to the bottom of the stigma. *n* >= 20 for each genotype in each flower position. An asterisk indicates statistical significance compared to the respective Col-0 data of the same floral organ and flower position group (*p* <= 0.05, *t*-test). **(C)** The lengths from receptacle to the tip of the tallest stamen, and receptacle to the lowest point of the stigma were measured. The difference between these two lengths is plotted for every flower measured at flower positions 1–2 and distributed by genotype. Groups marked with an asterisk are statistically significantly different from the Col-0 stamen/stigma height differences (*p* < 0.05, *t*-test). The violin graph represents the density of data point distribution displayed symmetrically along the y axis. *n* >= 20 for each genotype. **(D)** Stamen-stigma height differences were measured and plotted as in **(C)** but for flower positions 3–6. *n* >= 20 for each genotype.

To reveal the role of the H3K27me3 demethylases in regulating self-pollination, the number of infertile siliques was quantified in *elf6, ref6*, and *jmj13* T-DNA mutants (Figure 1) (see methods for specific alleles). In *elf6* and *jmj13*, significant and opposite changes to the degree of self-fertilization were observed. *elf6* displayed increased self-fertility whereby all flowers, even the first two flowers, were consistently self-fertile. Conversely, an infertility phenotype was observed in *jmj13* whereby aborted siliques were observed all the way to the eighth flower of the primary inflorescence. ref6 did not show a significant change in fertility. The relationship between the demethylases was also probed by quantifying fertility in double and triple mutant combinations. Double mutants displayed non-obvious floral phenotypes; *elf6 jmj13* adopted a *jmj13*-like reduced fertility, *elf6 ref6* was super-fertile while *jmj13 ref6* showed an intermediate phenotype between *jmj13* and *ref6*. Finally, the triple mutant showed no significant change from the wild-type (Figure 1B, Supplementary Figure 2).

To confirm that the fertility phenotypes are attributed to loss of the demethylases rather than artifacts of random T-DNA insertions, stable complementation lines expressing p35S::ELF6-GFP and pJMJ13::JMJ13-GFP in *elf6* and *jmj13* mutant backgrounds, respectively, were characterized. Both transgenic lines restored fertility to wild-type levels (Supplementary Figure 3). We next questioned whether the infertility phenotype of *jmj13* may be caused by a reduction in pollen viability. Pollen from Col-0*, elf6* and *jmj13* was stained with fluorescein diaecetate in which only viable pollen displays fluorescein fluorescence. No significant change in pollen viability was found between Col-0 and *jmj13* or *elf6* (Supplementary Figure 4). To verify that male and female reproductive organs were still individually functional in the absence of JMJ13, manual self-pollination was performed. Fertility of the first two flowers was restored in Col-0 and *jmj13* when they were manually self-pollinated (Supplementary Figure 1, *n* ≥ 36).

We hypothesized that these changes in fertility upon loss of H3K27me3 demethylases were due to changes in carpel and stamen growth altering the probability of self-pollination. To assess this hypothesis, the lengths of carpel and stamen were measured from flowers at developmental stage 14 when self-pollination typically occurs in Col-0 (Smyth et al., 1990) (Figure 2A). Two lengths were measured: from the receptacle (base of the flower) to the top of the tallest stamen and from the receptacle to the bottom of the stigma (Figure 2B). The difference between these two lengths was calculated such that positive values indicate that the stamens were taller than the stigma and self-pollination was likely to occur, whereas negative values indicate the stamens were shorter than the stigma and the flower was likely to fail in self-pollination. As expected, Col-0 displayed a negative median floral organ height difference in the first two flowers and positive median difference in flowers 3–6 (Figure 2A) as is consistent with the typical fertility of flowers in those positions (Figure 1B). The stamen-stigma height differences in the single mutants were also consistent with their fertility phenotypes. The “super-fertile” *elf6* displayed a positive median stamen/stigma height difference in all flower positions and was significantly greater than Col-0 in flowers 1–2 (*p* < 0.05, *t*-test); the semi sterile *jmj13* median stamen/stigma difference was negative and significantly less than Col-0 in all flower positions measured (*p* < 0.05, *t*-test). *ref6* median stamen-stigma difference showed no statistically significant difference from Col-0 in flowers 1–2. Specifically, the absolute heights of stamen and stigma show that *elf6* had significantly shorter carpels than Col-0 in flowers 1–2 whilst *jmj13* had significantly longer carpels and shorter stamens than Col-0 in flowers 3–6 (Figures 2B,C). The data demonstrates that JMJ13 and ELF6 play crucial antagonistic roles in regulating self-fertility, by regulating the growth of specific floral organs.

### Transcriptome Wide Changes Occur in *elf6* and *jmj13* Mutants

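Messenger RNA from buds of floral stages 9 to 13 was sequenced by the authors as single-end reads in 4 genotypes. These were Col-0, the wild-type accession, and plants with a T-DNA insertion in ELF6, JMJ13 or REF6, which encode enzymes that remove methyl groups from H3K27me3. Each genotype had 2 libraries, numbered replicate 1 and replicate 2. For each library, the authors deposited an expected count and an FPKM value per gene, in a table that lists only genes with a value above 0. The paper's methods name bowtie2 and the TAIR10 genome for the alignment, whereas the paper's text does not name the program that assigned reads to genes.
The total of expected counts was 11833376 and 11466208 in Col-0 replicates 1 and 2, 11494162 and 11610127 in *elf6*, 11457108 and 11373306 in *jmj13*, and 11926737 and 12048319 in *ref6*. The paper's methods give over 30 M sequences from each sample, and the values reported here use the expected counts. At this depth, 3 counts of a gene of 1 kb corresponded to between 0.249 and 0.264 counts per kb and per M expected counts. This floor is not on the TPM scale, and it covers counting error only. Of the 25738 genes listed in any library, 19939 were kept by edgeR's filterByExpr. Counts were rounded to whole numbers, scaled by the TMM method, and tested with edgeR's quasi-likelihood test over all 8 libraries. DEGs were defined by a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 2-fold. TPM values were obtained by scaling the FPKM values of each library to a common total.
The count of the mutated gene was examined first. ELF6 had 18 and 28 counts in the *elf6* libraries against 68 and 88 in Col-0. JMJ13 had 45 counts in each library labelled *jmj13* against 22 and 51 in Col-0, and REF6 had 130 and 119 counts in those labelled *ref6* against 90 and 103. The gene total therefore checks the label of the *elf6* libraries only.
Replicates differed more in some genotypes than in others. The log2 ratio of replicate 1 to replicate 2 had an SD across genes of 0.79 in Col-0 and 0.78 in *ref6*, against 0.49 in *elf6* and 0.48 in *jmj13*. The 50 most abundant genes took 28.8% of the counts of Col-0 replicate 1 and 30.2% of those of *ref6* replicate 1, and between 18.1% and 21% in the other libraries. The TMM factor was 0.739 and 0.742 in these libraries and between 1.012 and 1.217 in the others, so that the choice of scaling affects every fold change against Col-0.

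**Figure D1:**
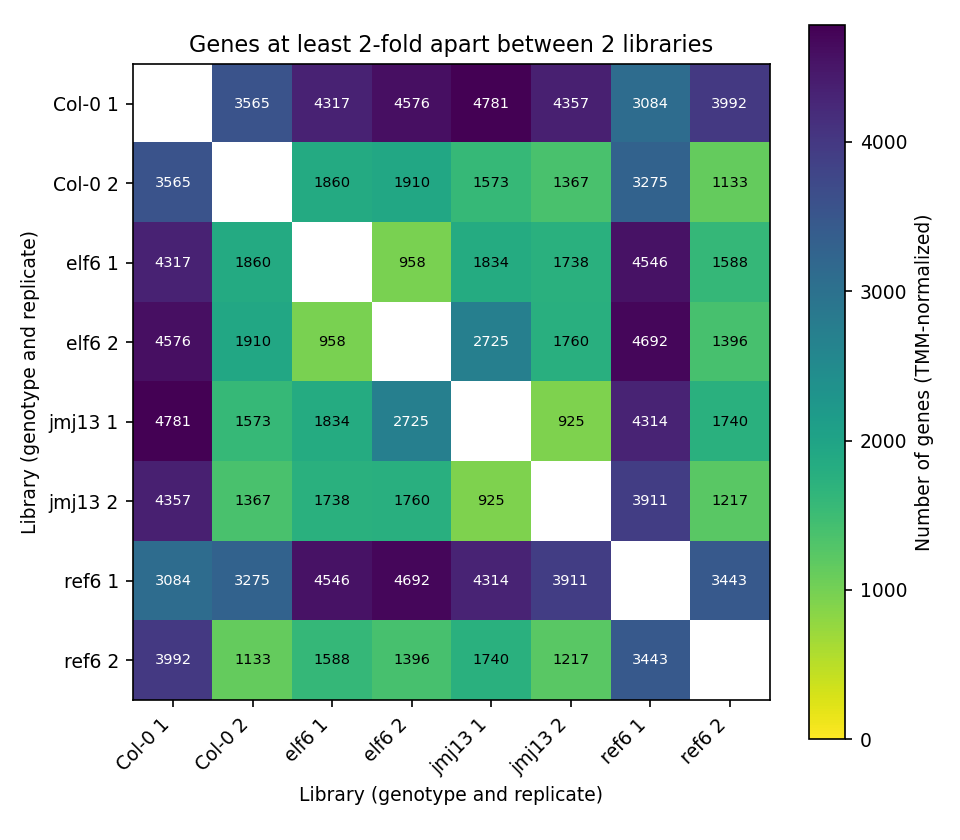
Number of genes at least 2-fold apart between each pair of the 8 libraries, out of the 19939 tested, with counts scaled by TMM. Replicates of Col-0 differed in 3565 genes and those of *ref6* in 3443, against 958 in *elf6* and 925 in *jmj13*.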

To understand the role of H3K27me3 demethylation in regulating floral organ growth and self-pollination, transcriptome datasets were generated from stage ~9–13 buds of Col-0, *elf6, jmj13*, and *ref6* inflorescences. Large transcriptome changes were observed in *elf6* and *jmj13*; defined by > 2-fold expression change and > 0.8 NoiSeq probability score, there were 2,023 and 2,599 differentially expressed genes (DEGs), respectively, when compared to Col-0 (Figure 3). 

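In the *elf6* libraries, 24 genes were DEGs against Col-0, all of them up-regulated, with a lowest adjusted p-value of 0.0136. No DEG was found for the libraries labelled *jmj13*, where the lowest adjusted p-value was 0.101. At an unadjusted p-value under 0.05, 2471 genes differed in *elf6* and 2232 in *jmj13*, of which 1444 and 1180 were at least 2-fold changed. Without regard to a test, 2260 genes were at least 2-fold changed in *elf6* and 2007 in *jmj13*. The alternative that moved the *elf6* count most was the omission of the low-count filter, with 505 DEGs among 25561 genes, and for *jmj13* it was DESeq2, with 265 DEGs. With the NOISeq criteria of the paper's methods, recomputed on TPM from the published description of the method, 368 genes passed in *elf6* and 116 in *jmj13*.
The *elf6* DEGs with the largest increases among those expressed at a mean of at least 5 TPM were AT5G45430 and ERD6. AT5G45430 lies on chromosome 5 of TAIR10.1 from 18407150 to 18411977, with 13 exons, and its closest paralog is 79.8% identical over 1713 nt. It had 0 counts in both Col-0 libraries and was at least 117.1-fold higher in *elf6*, with 27.3 and 9.49 TPM in the replicates (adjusted p = 0.0495, edgeR), but no longer passed with DESeq2's size factors or on genes with a mean of at least 50 reads, with adjusted p-values from 1.37e-07 to 0.0687 across the alternatives. AT5G45430 was also counted in both libraries labelled *jmj13*, at 9.54 and 39.25 TPM, and had 0 counts in those labelled *ref6*. Its presence is therefore not particular to *elf6*. ERD6 (AT1G08930; chromosome 1, 2873300 to 2877270, 17 exons) reached 70.49 and 74.16 TPM in *elf6* against 4.35 and 2.98 in Col-0. Its log2 fold change was 3.85 (standard error 0.525, adjusted p = 0.0319, edgeR), and among the alternatives it was lost only with limma on log2(FPKM + 0.1), with adjusted p-values from 1.31e-11 to 0.0675. The mean of 11 touch and wound markers, examined after the results were seen, was 6.54 and 6.45 on the log2 scale in *elf6*. In Col-0 it was 5.32 and 4.74. A difference in the handling of the samples is therefore not excluded for the *elf6* DEGs, although a mutation could also change these markers itself.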

The *ref6* knock-out buds on the other hand displayed only minor transcriptome changes as only 103 DEGs were observed, consistent with the subtle fertility phenotype of *ref6*. 

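Between *ref6* and Col-0, 1 gene was a DEG, with 931 genes at an unadjusted p-value under 0.05 and 1250 at least 2-fold changed. The DEG was AT5G39850, on chromosome 5 of TAIR10.1 from 15949910 to 15951475 with 3 exons, and its closest paralog is 80.5% identical over 599 nt. It had 2.5 and 5.92 TPM in *ref6* against 18.27 and 30.69 in Col-0, a log2 fold change of -2.65 (standard error 0.284, adjusted p = 0.0439, edgeR). Same-numbered libraries of *ref6* and Col-0 deviated together, with a correlation across genes of r = 0.364 between their replicate log2 ratios. Genes are not independent replicates, and this r only describes the libraries. With the replicate number as a block in the model, 2 genes were DEGs and the lowest adjusted p-value was 0.0155, that of AT5G39850. Across the alternatives, the adjusted p-value of this gene ranged from 1.55e-09 to 0.939, and it was not called with scaling by library size only, on genes with a mean of at least 50 reads, with only the 4 libraries compared in the fit, or with limma on log2(FPKM + 1), on log2(FPKM + 0.1) and on genes with a mean FPKM of at least 1.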

There is proteomic evidence to show that REF6 binds to a number of important MADS-box transcription factors controlling floral development (Yan et al., 2018) and so it is unexpected that *ref6* displays the weakest floral development phenotype and transcriptome effects. One possible explanation may be that the T-DNA insertion in the *ref6-1* mutant (SALK_001018C) does not completely inhibit REF6 function. This may be because in this *ref6-1* mutant the catalytic domain remains intact and only the zinc-finger domain is disrupted by the inserted T-DNA. Previous studies (Yan et al., 2018) have shown that REF6 still targets several thousand genes without its zinc-finger domain, merely losing specificity, and so *ref6-1* likely also retains targeting and catalytic ability. 

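REF6 (AT3G48430) lies on chromosome 3 of TAIR10.1 from 17935256 to 17940792 and has 8 exons. The tables give one value per gene, so that reads 5′ and 3′ of an insertion cannot be told apart in them. The REF6 total was 2.63 and 2.54 TPM in the libraries labelled *ref6* against 1.76 and 2.29 in Col-0. This is a log2 fold change of 0.31 (standard error 0.345, adjusted p = 0.999, edgeR) and 0.28 (adjusted p = 0.938) with the replicate number as a block, where r is 0.364. Neither is larger than the spread between replicates. With a correction for gene length and GC content, chosen after seeing the data, the sign changed to -0.09, and the adjusted p-value ranged from 0.787 to 1 across the alternatives.

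**Figure D2:**
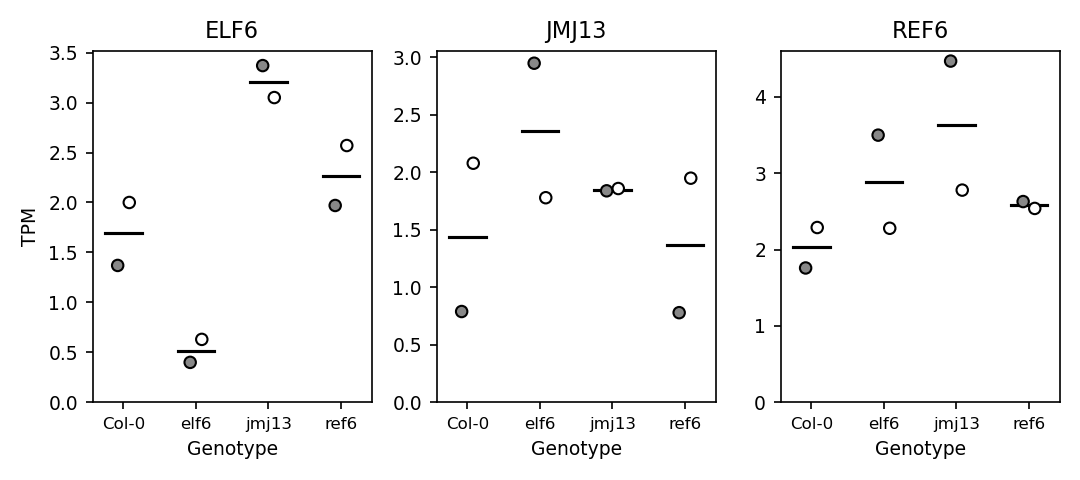
TPM of ELF6, JMJ13 and REF6 in each of the 8 libraries, where grey points are replicate 1, white points are replicate 2 and lines are the mean of each genotype. ELF6 lay between 0.4 and 0.63 TPM in *elf6* and between 1.37 and 2.0 in Col-0, while JMJ13 did not fall in the libraries labelled *jmj13*.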

Read alignment to the *ref6* gene model confirmed that the catalytic domain is still expressed in the *ref6* T-DNA insertion mutant (Supplementary Figure 5). This is in contrast to the *elf6* and *jmj13* mutants in which the catalytic domain is completely disrupted by T-DNA insertion.

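The ELF6 gene (AT5G04240) spans 1169153 to 1174992 on chromosome 5 of TAIR10.1, with 7 exons, and AT5G04238 overlaps it on the opposite strand. Its log2 fold change in *elf6* was -2.06 (standard error 0.324, adjusted p = 0.0525, edgeR), with both libraries below both Col-0 libraries, which 33.3% of genes do in either direction by chance. With each library left out in turn, the log2 fold change stayed between -2.43 and -1.78. Several alternatives, DESeq2 among them, moved it past the threshold, and the adjusted p-value ranged from 0.000273 to 0.348 across the alternatives. JMJ13 (AT5G46910; chromosome 5, 19046339 to 19051379, 11 exons) had 1.84 and 1.86 TPM in the libraries labelled *jmj13* against 0.79 and 2.08 in Col-0. The log2 fold change of -0.07 (standard error 0.436, adjusted p = 0.955, edgeR) lay within the replicate spread and became 0.32 with scaling by library size only. A gene total includes reads on either side of an insertion, so these values do not show whether the part encoding the catalytic domain is transcribed.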

**Figure 3:**
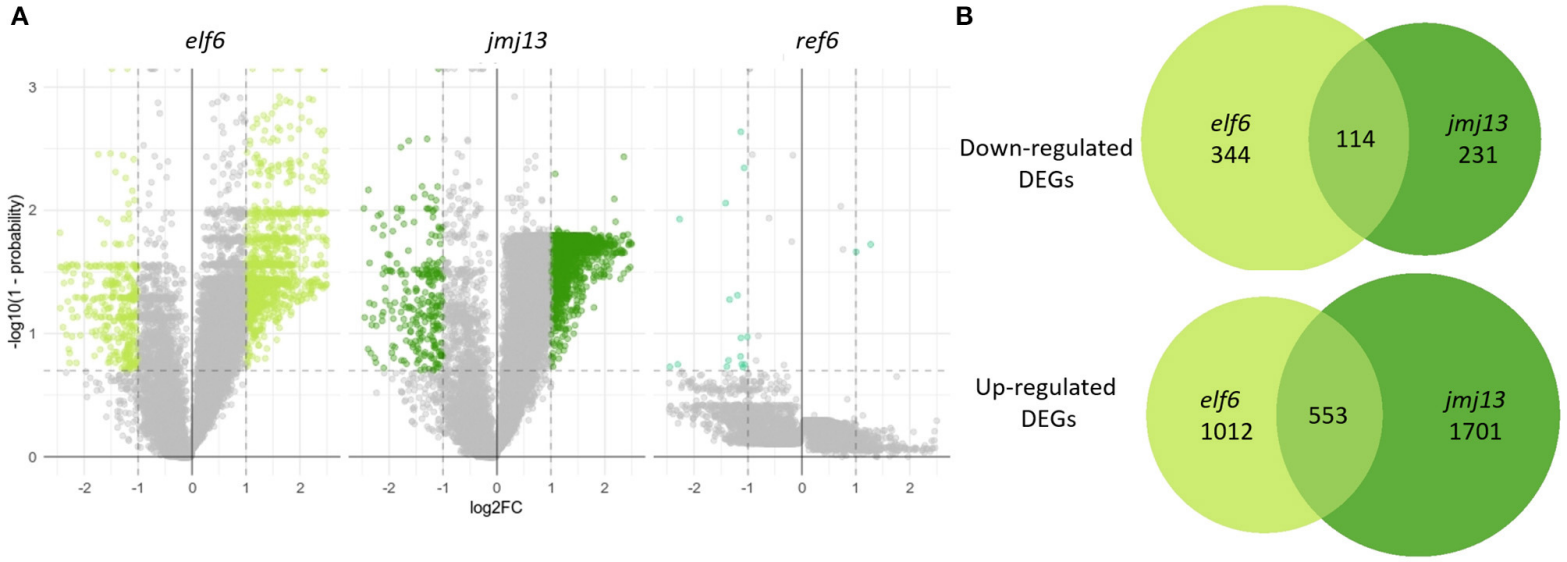
Transcriptome changes in the bud in *elf6, ref6* and *jmj13* knock-out mutants compared to Col-0. **(A)** Transcriptomes of *elf6, jmj13*, and *ref6* buds compared after differential expression analysis against the transcriptome of Col-0 buds. The significance thresholds drawn in dashed lines represent a 2-fold change in expression and a probability score > 0.8. Genes over these thresholds are classed as differentially expressed and colored in lime green, forest green and cyan dependent on the genotype. **(B)** DEGs extracted from the *elf6* and *jmj13* transcriptomes. They are split into up and down regulated DEGs and represented as individual venn groups, with the shared group representing genes that are either differentially up or down regulated in both *elf6* and *jmj13* buds compared to Col-0.

The *elf6* and *jmj13* transcriptome datasets were further analyzed to gain a mechanistic understanding of self-fertility regulation by the H3K27me3 demethylases. 

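All 24 DEGs of *elf6* were up-regulated, a share of 100% with an exact (Clopper-Pearson) 95% confidence interval from 85.8% to 100%, and in *jmj13* there was no DEG to divide. The interval treats genes as independent. Because few genes passed the test, the direction was also counted over all genes that were at least 2-fold changed. After TMM scaling, 934 of these were higher and 1326 lower in *elf6* (41.3% higher), and 675 were higher and 1332 lower in the libraries labelled *jmj13* (33.6% higher). With scaling by library size only, 1751 were higher and 503 lower in *elf6* (77.7% higher), and 2451 were higher and 406 lower in *jmj13* (85.8% higher). Scaling by library size only also moved the median log2 fold change of all tested genes, to 0.34 in *elf6* and 0.48 in *jmj13*. With the ratio of mean TPM, 80.7% and 89.7% of the 2-fold changed genes were higher. With all libraries, the majority of higher genes was thus present with scaling by total count or TPM and absent with TMM or DESeq2's size factors. With TMM and Col-0 replicate 1 left out it was present too, at 59.3% in *elf6* and 54.8% in *jmj13*. With the NOISeq criteria, 278 genes were up-regulated and 90 down-regulated in *elf6*, against 43 and 73 in *jmj13*. Among the genes called in *jmj13* by DESeq2, 8 were up-regulated and 257 down-regulated, and without the low-count filter these numbers were 12 and 223. In *elf6* they were 221 and 216 by DESeq2 and 268 and 237 without the filter. With the replicate number as a block, 163 genes were up-regulated and 127 down-regulated in *elf6*.

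**Figure D3:**
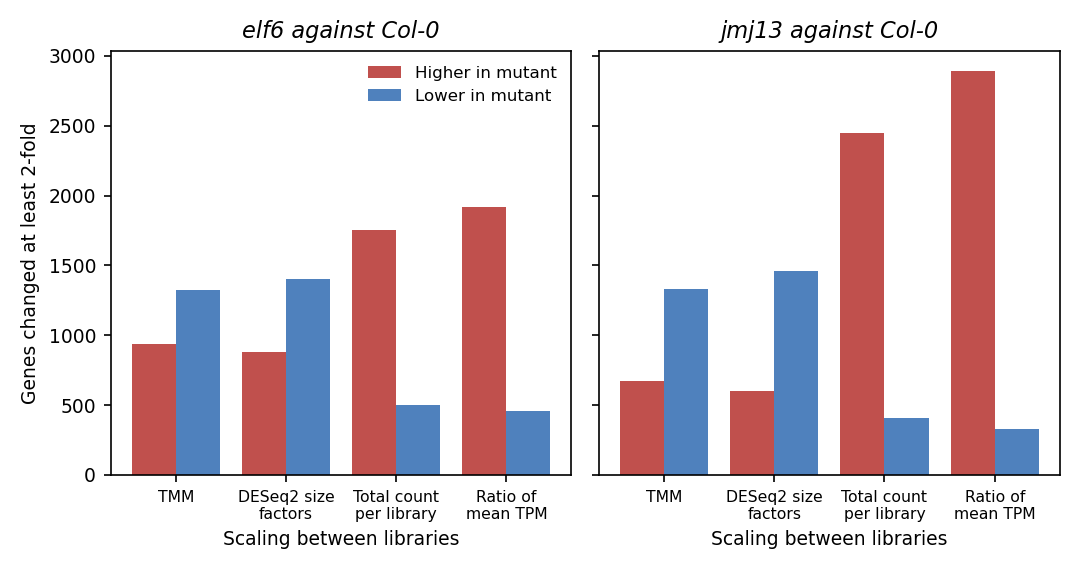
Numbers of genes at least 2-fold higher and lower than in Col-0 in *elf6* and in the libraries labelled *jmj13*, under TMM, DESeq2's size factors, scaling by total count and the ratio of mean TPM. The share of higher genes in *elf6* was 41.3% under TMM, 38.6% under DESeq2's size factors, 77.7% under total count and 80.7% under the ratio of mean TPM.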

DEGs from both the *elf6* and *jmj13* datasets contained mostly up-regulated genes. This demonstrates that the majority of DEGs are not direct floral targets of the demethylases as a floral target gene would remain epigenetically silenced without the respective H3K27me3 demethylase due to ectopic accumulation of H3K27me3. 

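No gene was a DEG in both *elf6* and the libraries labelled *jmj13*, since *jmj13* had none, and 24 were DEGs in only 1 of these mutants. Over the genes at least 2-fold changed, 913 were shared, against 227 expected from the 2260 and 2007 genes of the separate comparisons among 19939. Of these, 849 changed in the same direction, 287 up and 562 down, which is 7.06 times the expected number. With scaling by library size only, 909 genes were shared in the same direction, of which 796 were up. Both comparisons use the same Col-0 libraries, and this alone produces shared changes. When each mutant was compared with a different Col-0 library, the ratio of observed to expected same-direction genes was 2.71 or 1.89, depending on the assignment, and that of genes changed in opposite directions 1.03 or 1.56, where it was 0.6 with the same Col-0 libraries. By DESeq2, 51 DEGs were shared and 600 belonged to only 1 mutant (5.81 expected, Fisher's exact test, p = 2.84e-33). The NOISeq criteria gave 25 shared genes (2.14 expected, Fisher's exact test, p = 7.02e-20), of which 17 changed in the same direction. Fisher's test treats genes as independent and does not account for the common reference.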

Significant, but minority, overlap was found between the *elf6* and *jmj13* DEGs (3230 unique DEGs, 696 shared DEGs, *p* < 0.0001).

A data screening approach was taken to predict ELF6 and JMJ13 target genes responsible for the floral organ growth phenotypes. We first assumed that without ELF6 or JMJ13, their respective target genes would become ectopically enriched in H3K27me3. Using a H3K27me3 ChIP-seq dataset from Col-0 and demethylase triple mutant buds (Yan et al., 2018) we selected all genes which showed significant H3K27me3 enrichment in the triple mutant buds (3,216 genes). The phenotypic target genes would also be expected to be transcriptionally silenced in the *elf6* or *jmj13* mutant due to H3K27me3 accumulation. From our RNAseq data, 61 and 42 genes from the 3,216 gene subset were significantly down-regulated in *elf6* and *jmj13*, respectively. This gene list comprises our predicted ELF6 and JMJ13 target genes. 

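Of the genes predicted as targets, the 41 listed in Supplementary Table 1 were examined, and the H3K27me3 data were not analysed here. All 23 listed ELF6 targets were lower in *elf6* than in Col-0, by at least 2-fold after TMM scaling. With the ratio of mean TPM, 21 of them were at least 2-fold lower, and EXPB3 and AT6 were not. ZFP2 had 3 counts or fewer in the *elf6* libraries and was at least 4.4-fold lower. Col-0 had 17 and 2 counts of this gene, so the bound rests on Col-0 replicate 1 alone. Leaving out ZFP2, the log2 fold changes of the targets ranged from -3.16 to -1.36, with a median of -1.68 over all 23. Both *elf6* libraries lay below both Col-0 libraries for all 23, where 33.3% of genes not chosen by their change are apart in either direction by chance. For ZFP2 this holds only after scaling. Replicate 2 of *elf6* and of Col-0 each had 2 counts, or 0.27 and 0.28 TPM. Each of the 23 had an unadjusted p-value under 0.05, but none was a DEG over all tested genes, with adjusted p-values between 0.0655 and 0.365 (edgeR).
All 18 listed JMJ13 targets were likewise at least 2-fold lower in the libraries labelled *jmj13*, and both libraries lay below both Col-0 libraries in each. For 15 of them the log2 fold change ranged from -3.08 to -1.67. The other 3 had 3 counts or fewer in both *jmj13* libraries, and AT1G64360 was at least 5.9-fold, AT1G74820 at least 26.7-fold and DMP4 at least 12.1-fold lower than the mean of Col-0. The bounds are smaller against the lower Col-0 library alone. The Col-0 libraries had 18 and 7 counts of AT1G64360, 42 and 85 of AT1G74820, and 36 and 16 of DMP4. None was a DEG over all tested genes, with adjusted p-values between 0.199 and 0.421 (edgeR), although all 18 had an unadjusted p-value under 0.05. Adjusted over the list alone, all 23 and all 18 passed. Neither this nor the separation of the libraries shows stability, because the lists were drawn from the paper's own calls on these libraries. The highest counts among the alternatives were those of DESeq2, which called 10 of the ELF6 targets and 13 of the JMJ13 targets, and of the test without the low-count filter, which called 10 and 12. Some of these genes share sequence with others that the counting could confuse, and the paper's text does not say whether strand was used. PRR9 is 99.3% identical to AT2G46670 over 440 nt, and AT2G44578 is 90.5% identical to AT2G44581 over 485 nt. Of the 41 genes, 8 overlap genes on the opposite strand, namely AT1G09740, AT3G26445, AT3G27416, AT4G21930, CYP81F4 and AT5G62820 among the ELF6 targets and AT1G74820 and AT3G19680 among the JMJ13 targets.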

To further reduce this list to the most likely candidates it was assumed that because *elf6* and *jmj13* show opposing fertility and carpel growth phenotypes that the genes responsible should be differentially expressed between the *elf6* and *jmj13* mutants. 

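Of the 41 genes of Supplementary Table 1, 37 had a fitted change of at least 2-fold between *elf6* and the libraries labelled *jmj13* after TMM scaling, and all 41 did with the ratio of mean TPM or with scaling by library size only. The 37 include ZFP2 and DMP4, which had 3 counts or fewer in both libraries of one of these mutants and were at least 1.2-fold lower and 1.7-fold higher in *elf6*, so that a 2-fold difference is shown for 35. The other 4, named after their values were seen, were EXPA3, AT3G27416, EXPB3 and FLZ7, with log2 fold changes between -0.96 and -0.88. In 39 of the 41 the libraries of the genotypes did not overlap, where 33.3% of genes not chosen by their change are apart by chance. An unadjusted p-value under 0.05 was obtained for 30. Over all tested genes, 6 of them were DEGs, and 25 passed when adjusted over the list alone. The paper drew the list from these libraries, so neither this number nor the 39 shows stability. The DEGs were AT1G50040 (log2 fold change 3.25, standard error 0.395), PUP18 (3.86, 0.48), LEC (4.53, 0.692), AT3G19680 (3.56, 0.564) and JAZ7, all higher in *elf6*, and EXPA1, which was lower. Adjusted p-values of the 41 genes ranged from 0.00955 to 0.945 (edgeR), and the lowest was that of AT1G50040. PUP18 and LEC have paralogs that are 85.5% and 84.0% identical over their aligned parts, and AT3G19680 overlaps a gene on the opposite strand. Over all 19939 genes, 154 were DEGs between these mutants, 145 higher and 9 lower in *elf6*. Same-numbered libraries of *elf6* and *jmj13* deviated together (r = 0.268 across genes). With the replicate number as a block, 287 genes were DEGs, 266 higher and 21 lower, of which 9 belonged to Supplementary Table 1. Touch and wound markers, examined after the results were seen, were higher in *elf6* than in *jmj13* by 1.74 on the log2 scale. A difference in the handling of the samples is therefore not excluded for the DEGs between these mutants.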

41 of the 103 predicted ELF6/JMJ13 target genes showed a 2-fold change in expression between *elf6* and *jmj13* (Supplementary Table 1). From this subset, genes of unknown function were discarded and the remaining 18 ELF6 target genes (Table 1) and 11 JMJ13 target genes (Table 2) were determined to be the most likely ELF6/JMJ13 target genes causing the observed phenotypes.

**Table 1:** Predicted ELF6 phenotypic target genes as determined by screening of transcriptome and epigenome data.

**ELF6 target gene name**	**Target gene function**	**Log2(*elf6*/Col-0)**	**Log2(*jmj13*/Col-0)**
EXPA1	Promotes cell elongation by cell wall loosening (Cosgrove 2015)	−1.26	0.47
EXPA3	Promotes cell elongation by cell wall loosening (Cosgrove 2015)	−1.51	−0.49
EXPB3	Promotes cell elongation by cell wall loosening (Cosgrove 2015)	−1.01	0
ADP1/ABS3	Promotes cell elongation, branching, sensecence and fertility in auxin dependent manner (Li et al., 2014; Wang et al., 2015)	−1.1	−0.16
PRR9	Regulation of the circadian clock and flowering time (McClung and Gutiérrez, 2010)	−1.22	1.02
ZFP2	Negatively regulates floral abscission and stamen length (Cai and Lashbrook, 2008)	−3.19	−1.2
CBF1	Transcriptional activator of cold tolerance and ABA response genes (Li et al., 2017)	−2.76	0.38
CYP81F4	Secondary metabolite synthesis	−1.66	0.16
MARD1	Regulator of ABA mediated seed dormancy and interactor of SnRK1 autophagy activator (He and Gan, 2004; Nietzsche et al., 2014)	−1.39	0.63
LEA2	Promotes root growth and drought tolerance (Magwanga et al., 2018)	−1.8	−0.52
EPFL2	Stomata guard cell differentiation	−1.07	0.67
FLZ7	Adaptor for SnRK1 autophagy regulation (Jamsheer et al., 2018)	−2.12	−1.01
ATL98	Ubiquitin mediated protein degradation	−2.3	0.09
MBOAT	Membrane bound O-acyl transferase	−1.05	0.19
PLC6	Phosphoinositol-DAG signaling	−1.1	0.26
AT2G29660	Zinc-finger transcription factor	−1.07	0.12
CUAOy2	Amine metabolism	−1.3	0.47
DTX49	Xenobiotic efflux	−1.5	−0.24

**Table 2:** Predicted JMJ13 phenotypic target genes as determined by screening of transcriptome and epigenome data.

**JMJ13 target gene name**	**Target gene function**	**Log2(*elf6*/Col-0)**	**Log2(*jmj13*/Col-0)**
JAZ7	Regulator of jasmonic acid signaling, flower development, flowering time, drought tolerance, pathogen defense (Browse and Wallis, 2019)	1.43	−1.77
SAUR26	Auxin responsive positive regulator of cell elongation, enriched expressed in stamens (Spartz et al., 2014)	−0.19	−2.13
AGP22	Membrane proteoglycan involved in cell-cell signaling and wound response (Guan and Nothnagel, 2004)	−1.1	−2.29
AGP14	Membrane proteoglycan involved in cell-cell signaling and wound response (Guan and Nothnagel, 2004)	0.25	−1.17
AGP7	Membrane proteoglycan involved in cell-cell signaling and wound response (Guan and Nothnagel, 2004)	0.64	−1.2
LEC	Lectin up-regulated by chitin, mechanical damage, jasmonic acid, ethylene	2.24	−2.24
SAQR	Regulator of flowering time and starch allocation (Jones et al., 2016)	−0.1	−3
XTH24	Cell wall expansion by xyloglucan cleavage and re-ligation (Lee et al., 2018)	0.46	−1.37
PUP18	Purine and possibly cytokinin transporter, induced by the AP3 and PI homeotic transcription factors (Mara and Irish, 2008)	1.8	−1.94
ATL89	Ubiquitin mediated protein degradation	−0.14	−1.94
UPS4	Ureide permease	−0.31	−2.45

### ELF6 Likely Relieves Expansin Genes of H3K27me3 Suppression to Induce Cell Elongation

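EXPB3 (AT4G28250) lies on chromosome 4 of TAIR10.1 from 13999625 to 14002124, EXPA3 (AT2G37640) on chromosome 2 from 15787523 to 15790139, and EXPA1 (AT1G69530) on chromosome 1 from 26141726 to 26143538. EXPA3 has 3 exons and the others have 4. EXPB3 had 108.52 and 106.92 TPM in *elf6* against 194.88 and 224.52 in Col-0, a log2 fold change of -1.36 (standard error 0.267, adjusted p = 0.0876, edgeR). EXPA3 fell from 143.98 and 109.37 TPM in Col-0 to 47.15 and 45.27 in *elf6*, a log2 fold change of -1.91 (standard error 0.429, adjusted p = 0.121, edgeR). EXPA1 fell from 43.41 and 73.06 TPM to 21.12 and 28.79, a log2 fold change of -1.56 (standard error 0.304, adjusted p = 0.0865, edgeR). In each of these genes, both *elf6* libraries were below both Col-0 libraries, and no fit that left out a library brought the log2 fold change above -1.15. Several alternatives called all 3 genes, among them DESeq2 and the test without the low-count filter, and the NOISeq criteria called EXPA1 and EXPA3. Across the alternatives, adjusted p-values ranged from 0.000216 to 0.215 for EXPB3, from 0.000926 to 0.135 for EXPA3 and from 0.000619 to 0.207 for EXPA1. The closest paralogs were 74.3%, 73.2% and 76.2% identical over their aligned parts, and no gene overlaps them. Between *elf6* and *jmj13*, the log2 fold change of EXPA1 was -1.61 (standard error 0.304, adjusted p = 0.0439, edgeR) and -1.61 with the replicate number as a block, where r is 0.268. Those of EXPA3 (-0.90) and EXPB3 (-0.88) had adjusted p-values of 0.602 and 0.236 (edgeR). The call of EXPA1 between these mutants was lost with DESeq2's size factors, library size only and limma on log2(FPKM + 0.1). It was kept with DESeq2 and without the low-count filter, among others.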

Of the 18 predicted phenotypic target genes of ELF6, three were identified as expansins (EXPB3, EXPA3, and EXPA1) (Supplementary Figure 8). The expansins are cell wall remodeling enzymes which disrupt non-covalent bonding between cellulose microfibrils to relax the cell wall allowing turgor-pressure to induce cell-elongation (Cosgrove, 2015). Expansins induce cell elongation responses in numerous developmental contexts (Marowa et al., 2016), but have yet to be implicated in carpel growth. It is likely that the loss of ELF6 has caused multiple expansin genes to remain epigenetically silenced by H3K27me3 and thus unable to induce cell elongation in the carpel, retarding carpel growth. 

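Of 38 annotated expansin and expansin-like genes listed in the files, 19 passed the count filter. Their mean log2 fold change in *elf6* was -0.73, and 16 were lower than in Col-0. The same number was lower with DESeq2's size factors, with library size only and, chosen after seeing the data, with the upper quartile and the ratio of mean TPM. The mean was -0.40 by library size only and -0.35 by the ratio of mean TPM, which is -0.74 and -0.73 relative to the median of all genes. In 15 of the 19, both *elf6* libraries lay below both Col-0 libraries, against 16.7% of genes expected by chance. As a set they were lower than the other genes by limma's camera test with an inter-gene correlation of 0.01 (p = 2.87e-08, and 5.74e-08 after Benjamini-Hochberg adjustment over the 4 families tested). The alternative that moved the mean most was the ratio of mean TPM. Single members ranged from -2.09 to 2.95. At an unadjusted p-value under 0.05, 14 members differed, and the only DEG among them was EXLA1, which was higher in *elf6* (log2 fold change 2.95, adjusted p = 0.0332, edgeR) and was chosen after its values were seen. It overlaps a gene on the opposite strand. Random sets of genes matched in size, length and mean expression were as low in 0% of 10000 draws, with all libraries and with Col-0 replicate 1 left out. The set includes EXPA1, EXPA3 and EXPB3, which the paper chose partly by their fall in these libraries. Neither the camera test nor the draws were repeated without them. The inter-gene correlation was fixed and not estimated from these libraries. From expansin genes that were lower in *elf6* and enriched in H3K27me3 in buds of the demethylase triple mutant, data not analysed here, the paper proposes that without ELF6 they remain silenced by H3K27me3 and fail to induce cell elongation in the carpel.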

We next asked how ELF6 might be recruited to the expansin genes. The expansins are shown to be regulated by the brassinosteroid response transcription factor BZR2 which has also been demonstrated to directly bind ELF6 and REF6 (Yu et al., 2008, 2011). It is likely that in the carpel BZR2 recruits ELF6 to multiple expansin genes. Supporting this theory, we found that our 60 predicted ELF6 target genes are significantly enriched in ChIP-seq validated target genes of BZR2 and its close homolog BZR1 whereas the predicted JMJ13 target genes showed no such enrichment (ELF6-BZR2, x2.26 enrichment, *p* = 0.049; ELF6-BZR1, x1.78 enrichment, *p* = 0.026, hypergeometric test, Supplementary Figure 6).

If expansin epigenetic silencing in *elf6* is the primary cause of stunted carpel growth, we should observe a reduction in cell size in the *elf6* carpel. Cell elongation is a key growth mechanism for the maturing silique (Ripoll et al., 2019). However, it is unclear whether differential cell elongation at the self-pollination stage can affect the chances of successful pollen deposition onto the stigma. Using confocal microscopy, we measured cell length in the carpel epidermis of stage 14, position 1 flowers from Col-0, *elf6* and *jmj13* plants (Figure 4). A significant 15% decrease in mean cell length was observed in *elf6* carpels compared to Col-0 carpels (n carpels ≥ 3, n cells ≥ 95, *p* <= 0.05, *t*-test), from a mean cell length of 24.5 μm in Col-0 (SD = 7.6) to 20.8 μm in *elf6* (SD = 6.9). This reduction in cell length could explain the ~8% reduction in total carpel length of position 1 flowers (Col-0 mean length = 2.51 mm, SD = 0.15; *elf6* mean length = 2.32 mm, SD = 0.10) (Figure 2B), therefore, supporting a role for the expansins in promoting carpel growth to prevent self-pollination.

**Figure 4:**
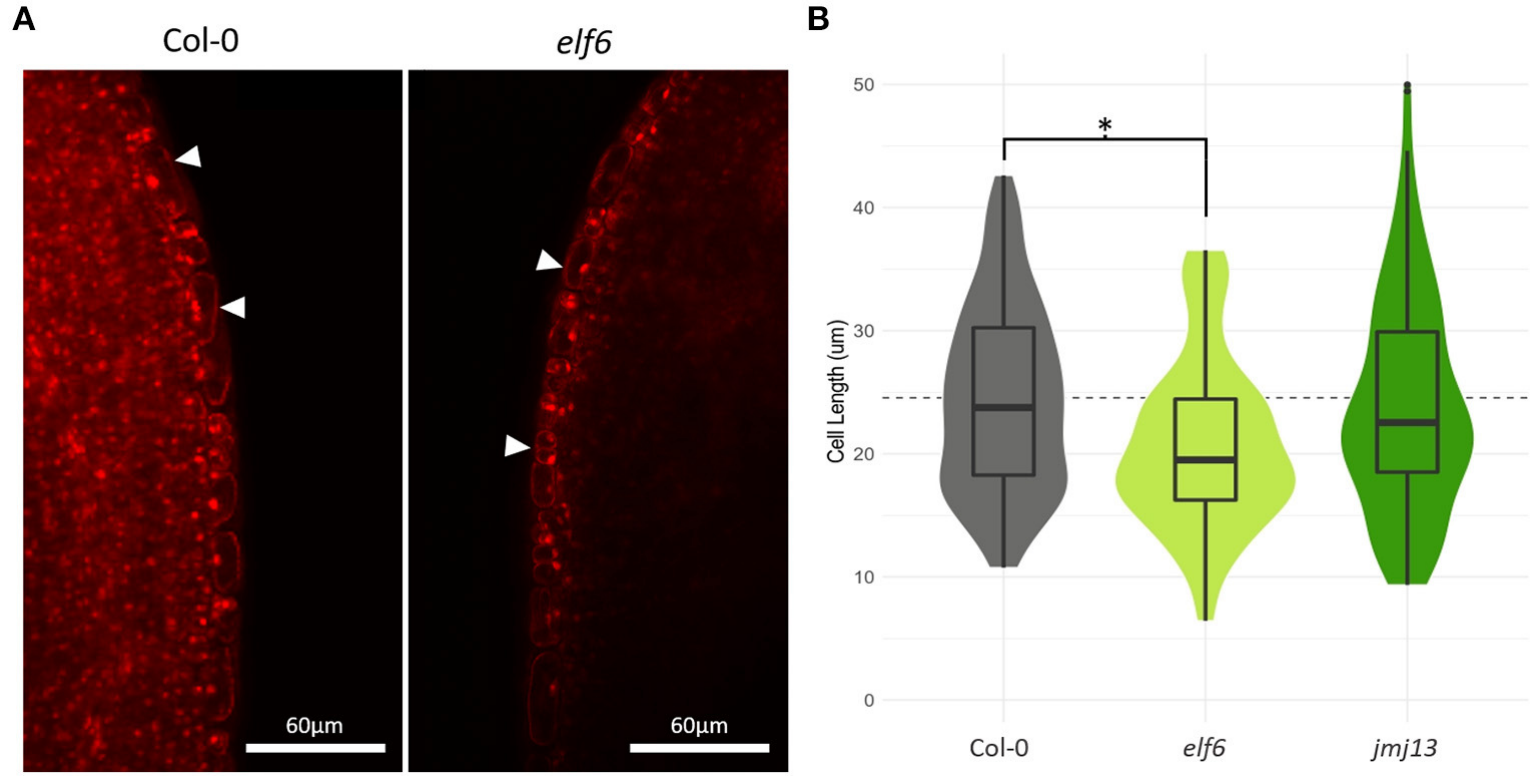
Effects of *elf6* knock-out on carpel epidermal cell length. **(A)** Confocal microscopy of stage 14 carpel mid sections using propidium iodide staining to highlight individual cells. The image on the left is taken from a Col-0 carpel, whilst the right hand image is from *elf6*. White arrow heads indicate the epidermal cell layer. Scale bar depicts 60 μm. **(B)** Measurements of cell length in carpel epidermis. A significant 15% reduction in mean epidermal cell length was observed in *elf6* carpels compared to Col-0 carpels (*n* >= 3 carpels per genotype, *n* >= 95 cells measured per genotype, *p* <= 0.05, *t*-test). The dashed line represents the mean carpel epidermal cell length of Col-0 carpels. The asterisk denotes a significant change in cell length between the indicated genotypes (*p* <= 0.05, *t*-test).

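SMR8 (AT1G10690), a gene of 1 exon, lies on chromosome 1 of TAIR10.1 from 3549920 to 3550848. It had 4.51 and 9.57 TPM in *elf6*, 18.01 and 15.75 in Col-0, and 13.54 and 12.42 in the libraries labelled *jmj13*. The log2 fold change of *elf6* against Col-0 was -1.69 (standard error 0.47, adjusted p = 0.199, edgeR), and it ranged from -2.33 to -1.24 when each library was left out in turn. DESeq2 and the test without the low-count filter called the gene in this comparison, with adjusted p-values across the alternatives from 0.022 to 0.354. Between *elf6* and *jmj13* the log2 fold change was -0.74 (standard error 0.47, adjusted p = 0.826, edgeR), and -0.70 with an adjusted p of 0.722 with the replicate number as a block, where r is 0.268. This difference is about as large as the SD between the *elf6* replicates (0.732 on the log2 scale), and both *elf6* libraries were below both *jmj13* libraries.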

Our bioinformatic pipeline also proposed the cyclin dependent kinase inhibitor SMR8, a likely regulator of endoreduplication, to be targeted by ELF6 (Van Leene et al., 2010) (log2FC(*elf6*/*jmj13*) = −0.9, so not featured in Table 1). We hypothesized that endoreduplication, mediated by SMR8, may be a synergistic growth mechanism in the wildtype carpel and that loss of ELF6 could silence SMR8 thus inhibiting endoreduplication and carpel growth. To verify this hypothesis, the ploidy state of stage 14 gynoecium nuclei was assessed using DAPI staining and flow cytometry. No significant endoreduplication could be detected in either Col-0, *elf6*, or *jmj13* gynoecia, concluding that endoreduplication is unlikely to be employed in carpel growth up to floral developmental stage 14 and is not affected by ELF6 or JMJ13 in the carpel (Supplementary Figure 7).

### JAZ7, SAUR26 and Multiple Arabinogalactan Proteins Are Silenced in jmj13 Buds

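JAZ7 (AT2G34600) lies on chromosome 2 of TAIR10.1 from 14573030 to 14573952 and has 2 exons. It had 7.52 and 15.83 TPM in the libraries labelled *jmj13* and 47.93 and 26.86 in Col-0. In *elf6* it reached 103.98 and 107.42 TPM. The log2 fold change of *jmj13* against Col-0 was -2.30 (standard error 0.502, adjusted p = 0.251, edgeR), and it stayed between -2.98 and -1.43 with each library left out in turn. Adjusted p-values of this comparison ranged from 0.00084 to 0.372 across the alternatives, and the gene was called by DESeq2, without the low-count filter, and by the NOISeq criteria with a probability of 0.883. The difference between *elf6* and *jmj13* was larger than the replicate spread, with a log2 fold change of 3.31 (standard error 0.515, adjusted p = 0.0239, edgeR) and of 3.33 (adjusted p = 0.0132) with the replicate number as a block, where r is 0.268. Against Col-0, the log2 fold change of *elf6* was 1.01 (adjusted p = 0.412). JAZ8, its closest paralog, is 73.0% identical over 382 nt. Touch and wound markers, examined after the results were seen, were also higher in *elf6* than in *jmj13*, by 1.74 on the log2 scale. The difference in JAZ7 between these mutants therefore cannot be told apart from a difference in the handling of the samples.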

Of particular interest in the set of predicted JMJ13 phenotypic target genes is the jasmonic acid response transcription factor JAZ7 (Supplementary Figure 8). Jasmonic acid is a key hormonal regulator of floral organ development and acts by binding JAZ repressor proteins to induce their degradation (Huang et al., 2017). JAZ proteins bind and inhibit other developmental transcription factors (Song et al., 2011) such as YABBY and MYB transcription factors to bring about controlled floral development (Meister et al., 2005; Reeves et al., 2012; Boter et al., 2015; Qi et al., 2015; Gross et al., 2018). Two members of the YABBY family in particular, CRC and INO, are involved in gynoecia development and both display stunted carpel growth in knock-out mutants (Meister et al., 2005). INO was found to be significantly up-regulated in the *jmj13* inflorescence (1.4 log2FC, 0.98 probability score) which may be considered phenotypically consistent with the enlarged gynoecia observed in *jmj13* mutants (Figure 2B). However, it is not clear whether this dysregulation of INO expression is related to the ectopic epigenetic silencing of JAZ7.

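INO (AT1G23420) lies on chromosome 1 of TAIR10.1 from 8317297 to 8319491, with 7 exons, and CRC (AT1G69180) on the same chromosome from 26007350 to 26009141, with 7 exons. INO was weakly expressed, with 6.51 and 5.76 TPM in the libraries labelled *jmj13* against 1.27 and 3.25 in Col-0, from 72 and 63 counts against 16 and 36. This corresponds to a log2 fold change of 0.99 (standard error 0.394, adjusted p = 0.424, edgeR), which ranged from 0.67 to 1.42 with each library left out in turn. The ratio of mean TPM gave 1.44 on the log2 scale. INO was called by none of the alternatives, whose adjusted p-values ranged from 0.321 to 0.491, and its recomputed NOISeq probability was 0.627. In *elf6* it had 4.32 and 4.45 TPM, also above both Col-0 libraries. CRC had 96.71 and 120.95 TPM in *jmj13* and 71.54 and 134.53 in Col-0. Its log2 fold change of -0.39 (standard error 0.273, adjusted p = 0.569, edgeR) was larger than the replicate SD of 0.27 on the log2 scale, with 64.61 and 84.25 CPM in *jmj13* against 86.28 and 108.27 in Col-0 after TMM scaling, and turned to 0.03 with scaling by library size only. AT1G69170 overlaps CRC on the opposite strand.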

The other common JAZ targets, the MYB transcription factors, are also heavily involved in floral development. MYB21 and MYB24 in particular are known to promote stamen elongation and *myb21-myb24* knock-out mutants display a reduced stamen/gynoecium length ratio and significantly decreased fertility in a very similar manner to the *jmj13* knock-out phenotype (Reeves et al., 2012; Qi et al., 2015). MYB24 was found to be significantly down-regulated in the *jmj13* knock-out inflorescence (−1.6 log2FC, 0.99 probability score), providing a phenotypically consistent hypothesis to explain the reduced stamen growth and subsequent infertility of *jmj13* knock-out flowers. However, there were no significant changes to the H3K27me3 profile across the MYB24 gene, indicating that MYB24 must be indirectly repressed downstream of a JMJ13 target. 

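MYB24 (AT5G40350; chromosome 5 of TAIR10.1, 16138544 to 16141134, 3 exons) had 13.1 and 11.84 TPM in the libraries labelled *jmj13* against 36.05 and 37.93 in Col-0. The log2 fold change was -2.12 (standard error 0.382, adjusted p = 0.199, edgeR), and it remained between -2.38 and -1.85 with each library left out in turn. Scaling by library size only gave -1.64. DESeq2 called MYB24, as did the test without the low-count filter and a block for the 2 libraries set apart from the others (Col-0 replicate 1 and *ref6* replicate 1), which was chosen after seeing the data. Its adjusted p-values ranged from 0.000138 to 0.372 across the alternatives. The recomputed NOISeq probability was 0.871. The *elf6* libraries, with 20.94 and 24.13 TPM, lay between those of *jmj13* and Col-0. MYB21 (AT3G27810; chromosome 3, 10305849 to 10310492, 3 exons) had 26.82 and 27.62 TPM in *jmj13* and 52.21 and 38.66 in Col-0, a log2 fold change of -1.34 (standard error 0.402, adjusted p = 0.358, edgeR). These paralogs are 78.1% identical over 540 nt, and each overlaps a gene on the opposite strand, so that their counts carry this uncertainty.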

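JAZ1 (AT1G19180; chromosome 1 of TAIR10.1, 6621777 to 6623668, 3 exons) had 14.31 and 13.13 TPM in the libraries labelled *jmj13* against 20.72 and 14.58 in Col-0. Its log2 fold change was -0.97 (standard error 0.367, adjusted p = 0.421, edgeR). JAZ8 (AT1G30135; chromosome 1, 10596352 to 10597341, 3 exons) was low, with 10 and 16 counts in *jmj13* and 25 and 24 in Col-0, and a log2 fold change of -1.34 (standard error 0.592, adjusted p = 0.441, edgeR). JAZ11 (AT3G43440; chromosome 3, 15367546 to 15370157, 8 exons) had 13.07 and 10.7 TPM against 14.32 and 7.21. Its log2 fold change of -0.50 (standard error 0.46, adjusted p = 0.659, edgeR) was within the replicate spread and became 0.05 with scaling by library size only. None of these genes was called under any alternative computed for them. Of the 12 JAZ genes listed, 11 were tested and 10 were lower in *jmj13*, with a mean log2 fold change of -0.72, whereas with scaling by library size only 6 of the 11 were lower and the mean was -0.22, or -0.70 relative to the median of all genes. With the ratio of mean TPM, chosen for the families after seeing the data, 5 of the 11 were lower and the mean was -0.15, or -0.68 relative to the median. The exception under TMM was JAZ5, named after its values were seen. Limma's camera test gave a p-value of 0.000229, before and after Benjamini-Hochberg adjustment over the 4 families. The set includes JAZ7, which the paper chose partly by its fall in these libraries, and the test was not repeated without it. Of 10000 random sets matched in size, length and mean expression, 0.17% were as low, but 6.21% were once Col-0 replicate 1 was left out, where the mean of the JAZ genes was -0.28. In 6 of the 11 both *jmj13* libraries were below both Col-0 libraries (16.7% by chance), 5 had an unadjusted p-value under 0.05, and no member was a DEG.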

Several JAZ proteins (JAZ1, JAZ8, JAZ11) have been shown to bind the MYB family transcription factor MYB24 (Song et al., 2011) and so it may be possibly be a target of JAZ7 too. Though there is lacking evidence to tie together the observed ectopic H3K27me3 silencing of JAZ7 and the gene expression changes of MYB24 and INO, it is clear that JMJ13 is playing an important role within this regulatory network.

In addition to the jasmonic acid regulator JAZ7, the auxin response gene SAUR26 is also epigenetically silenced in *jmj13* (Supplementary Figure 8). 

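SAUR26 (AT3G03850), a gene of 1 exon, lies on chromosome 3 of TAIR10.1 from 983057 to 983768. Its counts were low, with 7 in each library labelled *jmj13* and 54 and 9 in Col-0, or 1.13 and 1.15 TPM against 7.73 and 1.46. The log2 fold change was -2.70 (standard error 0.874, adjusted p = 0.389, edgeR). It moved to -0.59 when Col-0 replicate 1 was left out, and the other fits that left out a library reached -3.58. The gene was called under none of the alternatives computed for it, whose adjusted p-values ranged from 0.0719 to 0.541. Of the 80 SAUR genes listed, 53 were tested and 45 were lower in *jmj13*, with a mean log2 fold change of -0.77. Fewer were lower with scaling by library size only (36 of the 53, mean -0.28) and with the ratio of mean TPM, chosen after seeing the data (34 of the 53, mean -0.20), which is -0.75 and -0.73 relative to the median of all genes. The mean was also negative with DESeq2's size factors and the upper quartile. The set was lower than other genes by limma's camera, with a p-value of 6.62e-08, and 8.83e-08 after Benjamini-Hochberg adjustment over the 4 families. Of 10000 matched random sets, 0% were as low, and 0.66% with Col-0 replicate 1 left out. Without Col-0 replicate 1, the mean of the SAUR genes was -0.26, and 35 of the 53 were lower. With all libraries, both *jmj13* libraries lay below both Col-0 libraries in 27 members (16.7% by chance). No member was a DEG, and 18 had an unadjusted p-value under 0.05. SAUR genes are short, with a median length of 664 nt, and Col-0 replicate 1 had higher values than replicate 2 for short genes. With a correction for gene length and GC content the mean was -0.34 and 17 of the 53 were higher (adjusted p = 0.0135, limma's camera), where the alternatives ranged from 1.56e-11 to 0.0135. With a block for the libraries set apart the mean was -0.38 (adjusted p = 0.00511, limma's camera). Both settings were chosen after seeing the data.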

Numerous SAUR genes have been demonstrated to induce cell elongation via cell wall acidification (Spartz et al., 2014) and the SAUR63 subfamily has been specifically demonstrated to induce stamen elongation (Chae et al., 2012). Though the role of SAUR26 in stamen elongation has not been studied, SAUR26 does show highly enriched expression in the stamens and so is likely to serve the same function as the SAUR63 subfamily (Klepikova et al., 2016).

A final major class of potential JMJ13 target genes is the arabinogalactan proteins (AGPs); highly glycosylated proteins of the outer plasma membrane implicated in developmental signaling (Seifert and Roberts, 2007). Three AGPs were predicted to be phenotypic targets of JMJ13; AGP7, AGP14, and AGP22. However, the biochemical function and physiological role of specific AGPs is poorly understood and difficult to relate to floral organ growth. 

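AGP7 (AT5G65390), AGP14 (AT5G56540) and AGP22 (AT5G53250) lie on chromosome 5 of TAIR10.1, from 26128581 to 26129547, 22893151 to 22893651 and 21603569 to 21604414. AGP22 has 2 exons and the others have 1. In the libraries labelled *jmj13*, AGP7 had 15.02 and 13.98 TPM against 40.01 and 22.88 in Col-0, a log2 fold change of -1.75 (standard error 0.469, adjusted p = 0.314, edgeR). AGP14 had 7.19 and 11.34 TPM against 23.53 and 15.83, a log2 fold change of -1.68 (standard error 0.658, adjusted p = 0.421, edgeR). AGP22 had 8 counts in each *jmj13* library against 48 and 32, a log2 fold change of -2.77 (standard error 0.621, adjusted p = 0.251, edgeR). Both *jmj13* libraries were below both Col-0 libraries in each of these genes. With a library left out in turn, the log2 fold changes ranged from -2.31 to -0.90 for AGP7, from -2.18 to -1.01 for AGP14 and from -3.22 to -2.22 for AGP22. DESeq2 and the test without the low-count filter called AGP7 and AGP22, with adjusted p-values across the alternatives from 0.0153 to 0.372 and from 0.0106 to 0.372, while AGP14 was called against Col-0 under none of those computed for it (0.0898 to 0.547). Their closest paralogs are 68.7%, 77.1% and 75.6% identical over the aligned parts.
Of 31 arabinogalactan protein genes listed, 28 were tested, and 27 were lower in *jmj13* under TMM, DESeq2's size factors, library size and the upper quartile alike, and 26 with the ratio of mean TPM, the last 2 chosen for the families after seeing the data. The mean log2 fold change was -1.38, and -0.86 with scaling by library size only and -0.78 with the ratio of mean TPM, which is -1.34 and -1.31 relative to the median of all genes. Limma's camera gave a p-value of 5.59e-16 for the set, and 2.24e-15 after Benjamini-Hochberg adjustment over the 4 families. In 25 members both *jmj13* libraries were below both Col-0 libraries (16.7% by chance). No member was a DEG, and 22 had an unadjusted p-value under 0.05. The family mean moved to -0.70 without Col-0 replicate 1, to -0.88 with a correction for gene length and GC content, and to -0.69 with a block for the libraries set apart. The correction and the block were chosen after seeing the data. Random sets matched in size, length and mean expression had a median of -0.50 with all libraries.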

Interestingly, perturbation of AGPs elicits a wound-like response (Guan and Nothnagel, 2004) hinting at a possible connection between JMJ13, AGPs and the jasmonic acid regulatory network which also regulates wound response.

## Discussion

Stamen/carpel growth coordination is differentially regulated according to the position of flowers along the length of the inflorescence, such that a small portion of flowers refrain from self-fertilization (Plackett et al., 2017). Despite failing to self-pollinate, the stamen and gynoecium of these first flowers are still fully functional and able to produce viable siliques if pollen is artificially transferred from anther to stigma (Supplementary Figure 1). It is likely that *A. thaliana* in the wild receives some form of evolutionary advantage by refraining from self-pollination in the first flowers. In the wild, pollinators are likely to cause pollen transfer and thus enable out-crossing in these first two flowers providing evolutionary benefits in the form of genetic diversity. However, self-pollination is a far safer reproduction strategy as it is less dependent on external pollinators and resources are not invested by the plant to attract pollinators as with other species. Therefore, by self-pollinating all but the first two flowers, *A. thaliana* likely optimizes the benefits of out-crossing and self-fertilization (Stebbins, 1974; Wright et al., 2013). Our evidence demonstrates that the histone demethylases ELF6 and JMJ13 antagonistically regulate this evolutionary equilibrium between self-fertilization and out-crossing. We find that ELF6 reactivates floral development genes to promote carpel growth and outcrossing, whilst JMJ13 reactivates a different set of floral development genes to inhibit stamen growth and promote carpel growth to stimulate self-pollination.

Transcriptome and epigenome data (Yan et al., 2018) from flowers of demethylase mutants has been used to specifically identify the likely target genes causing these floral organ growth effects. Our findings suggest that ELF6 epigenetically activates multiple expansin genes, via BZR2 recruitment, inducing carpel cell elongation. The identification of JAZ7 as a JMJ13 target gene implicates chromatin regulation as a mechanism mediating the jasmonic acid gene regulatory network. The current literature is unclear on what the downstream effects of JAZ7 epigenetic silencing might be, largely due to there being multiple possibly redundant JAZ genes hindering studies on single gene knock-out mutants (Wager and Browse, 2012). Our observation of MYB24 down-regulation provides a phenotypically consistent explanation as to why *jmj13* displays stunted stamens and decrease fertility, but MYB24 does not show H3K27me3 enrichment in the demethylase triple mutant implying that it is not a direct demethylase target gene. Similarly with INO; although INO and its binding partner CRC are known to play a role in promoting carpel growth (Gross et al., 2018), INO is clearly not a direct target of JMJ13 as it is up-regulated in the *jmj13* mutant. As JAZ7, MYB24, and INO are part of the same regulatory network, it is possible that an uncharacterised intermediate connects JAZ7 function to transcriptional regulation of MYB24 and INO. Moreover, the complex feedback of the floral development regulatory network suggests that ectopic epigenetic silencing of a single gene such as JAZ7 may induce unexpected changes to gene expression throughout the network (Reeves et al., 2012). An alternative or synergistic hypothesis linking JMJ13 to stamen growth is the epigenetic activation of SAUR26, a gene likely to induce stamen elongation via cell wall acidification (Chae et al., 2012).

We have demonstrated that the histone demethylases ELF6 and JMJ13 epigenetically regulate distinct sets of floral development genes to regulate floral morphology. Our evidence supports mechanisms whereby ELF6 promotes carpel elongation via epigenetic activation of expansin genes, whilst JMJ13 represses carpel growth via jasmonic acid signaling and promotes stamen growth via epigenetic reactivation of SAUR26. These conclusions establish histone demethylation as a key mechanism in regulating the chromatin state of floral development genes and hence controlling floral morphology and the equilibrium between self-pollination and out-crossing.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: NCBI Gene Expression Omnibus, accession no: GSE164739”.

## Author Contributions

CK, BM, and JS contributed to the conception and design of the study. CK, BM, ET, SJ, and JS performed the experiments and analyzed the data. CK performed all bioinformatics analysis and drafted the manuscript. CK, BM, and JS revised and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Histone Demethylases ELF6 and JMJ13 Antagonistically Regulate Self-Fertility in Arabidopsis
**Source:** Front Plant Sci. 2021 Feb 12;12:640135. doi: 10.3389/fpls.2021.640135
**Supplement:** Supplementary file 2

Supplementary Material

# Supplementary Figures

**
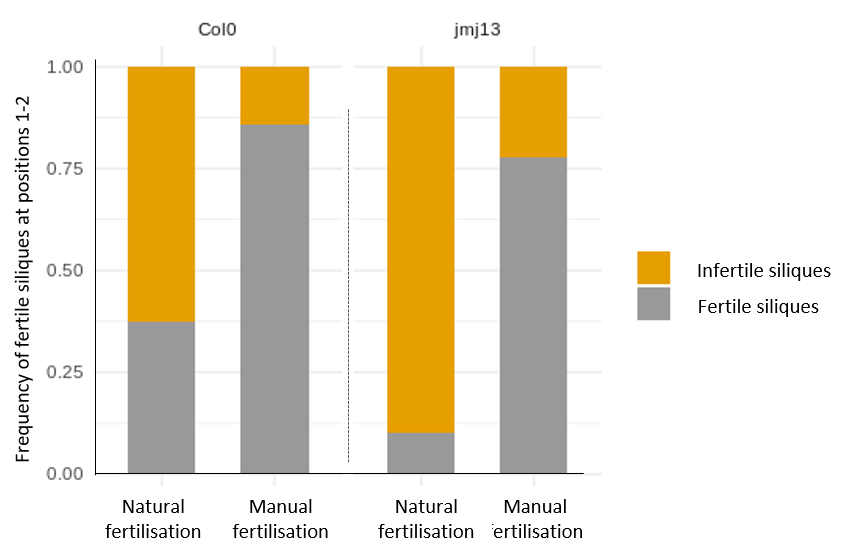
**

**Supplementary Figure 1.** Manual self-pollination was performed by removing the stamen from a particular flower and rubbing its anthers onto the stigma of the same flower. Performing this procedure for the first 2 flower positions of Col-0 and jmj13 plants restored their fertility (36 Col-0 flowers and 40 jmj13 flowers were assessed). The proportion of fertile flowers is shown in grey whereas the proportion of infertile flowers is shown in gold.

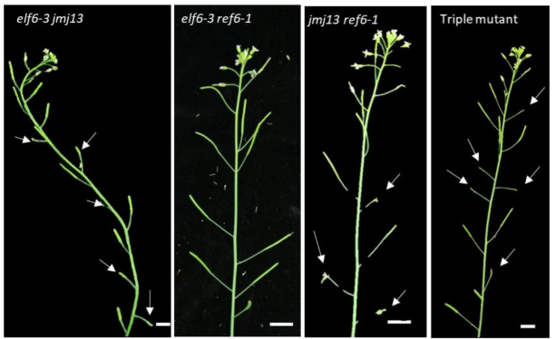

**Supplementary Figure 2.** Fertility phenotypes of H3K27me3 demethylase double and triple mutants. White arrows indicate aborted siliques caused by failed self-pollination. Scale bars represent 1cm.

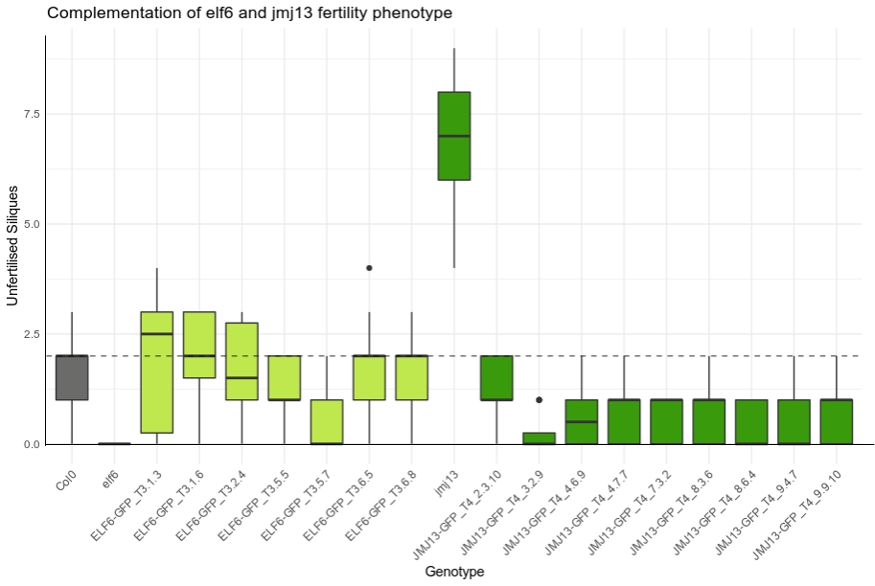

**Supplementary Figure 3.** Complementation of the elf6 and jmj13 fertility phenotypes by introduction of ELF6-GFP and JMJ13-GFP constructs into elf6 and jmj13 genetic backgrounds respectively. T2 offspring were screened by hygromycin and checked for a 75% resistance frequency to ensure only 1 copy of the construct was present. T3 lines were then screened and only the homozygous offspring (showing 100% hygromycin resistance) retained for characterisation of the fertility phenotype. The number of unfertilised siliques was counted up to the 10th silique for at least 8 mature primary inflorescences for each genotype. At least 5 plants were phenotyped for each transgenic line, and at least 10 plants were phenotyped for Col-0, elf6 and jmj13.

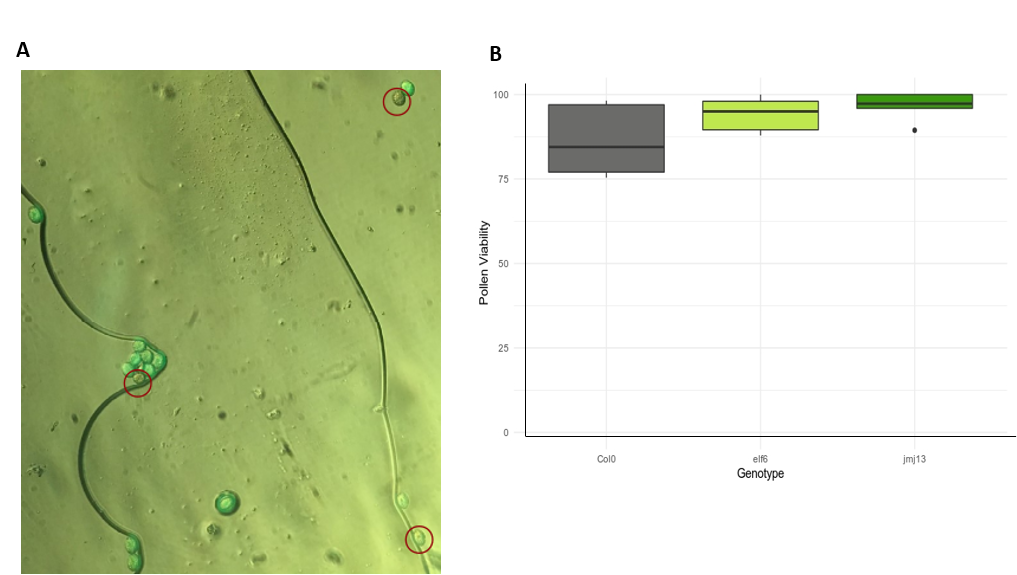

**Supplementary Figure 4.** Pollen viability of Col-0, and H3K27me3 demethylase single mutants. **A** Fluorescein diacetate stained pollen grains could be differentiated into live and dead cells by their fluorescence. In this image the dead pollen grains with low fluorescence are circled in red. **B** After scoring at least 200 pollen grains from 5 different flowers for each genotype, no significant difference was found between jmj13, elf6 and Col-0 (p > 0.05, t-test).

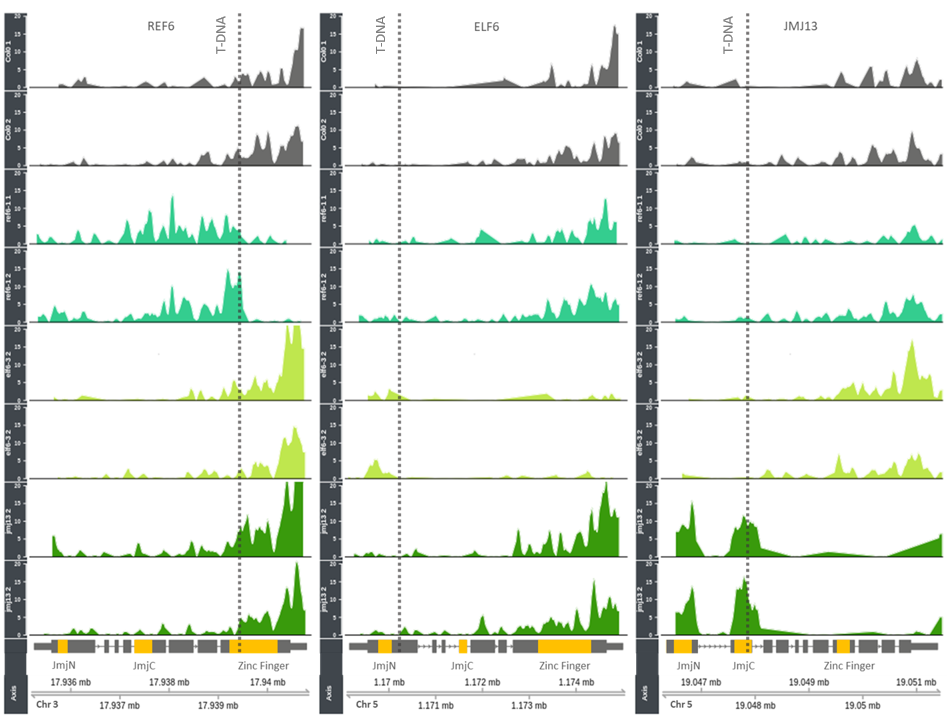

**Supplementary Figure 5.** Genome alignment of the demethylase mutant RNAseq reads allows us to observe the changes in transcriptome in higher detail. By zooming into the ref6, elf6 and jmj13 loci, it was observed that the REF6 T-DNA truncate is still be expressed to near wild-type levels. Below the read alignment, the gene model can be seen. The location of the T-DNA insertion is displayed as a dotted vertical line, and the JMJ and Zinc finger domains of each gene are highlighted in the gene model as yellow blocks. Genomic coordinates are plotted on the x-axis whilst the relative read alignment abundance is plotted on the y-axis.

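Supplementary Figure 5 shows read coverage along each gene, which separates reads before and after the insertion, whereas the values deposited for these libraries are totals per gene. The REF6 total was 10.28 and 8.88 CPM in Col-0 replicates 1 and 2 and 14.68 and 9.23 in the libraries labelled *ref6* after TMM scaling, so that the replicates of each genotype overlapped. For comparison, ELF6 had 1.42 and 2.24 CPM in *elf6* and 7.77 and 7.59 in Col-0.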

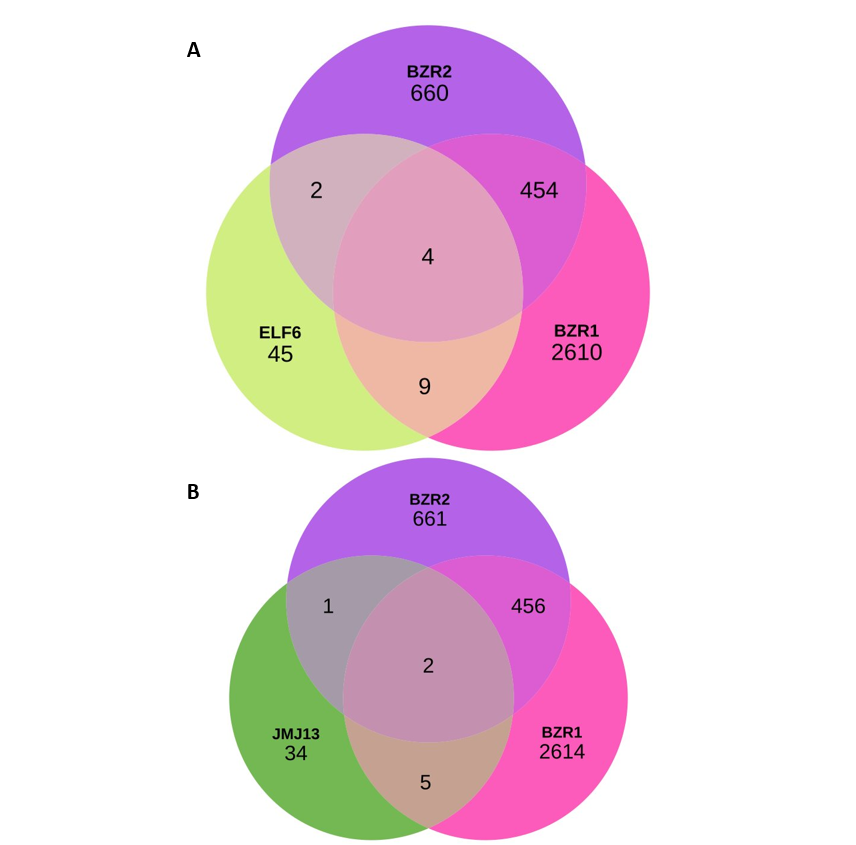

**Supplementary Figure 6.** Non-proportional venn diagrams depicting the overlap between the ChIP-seq validated target genes of BZR2 and BZR1 and the predicted target genes of ELF6 (A) and JMJ13 (B).

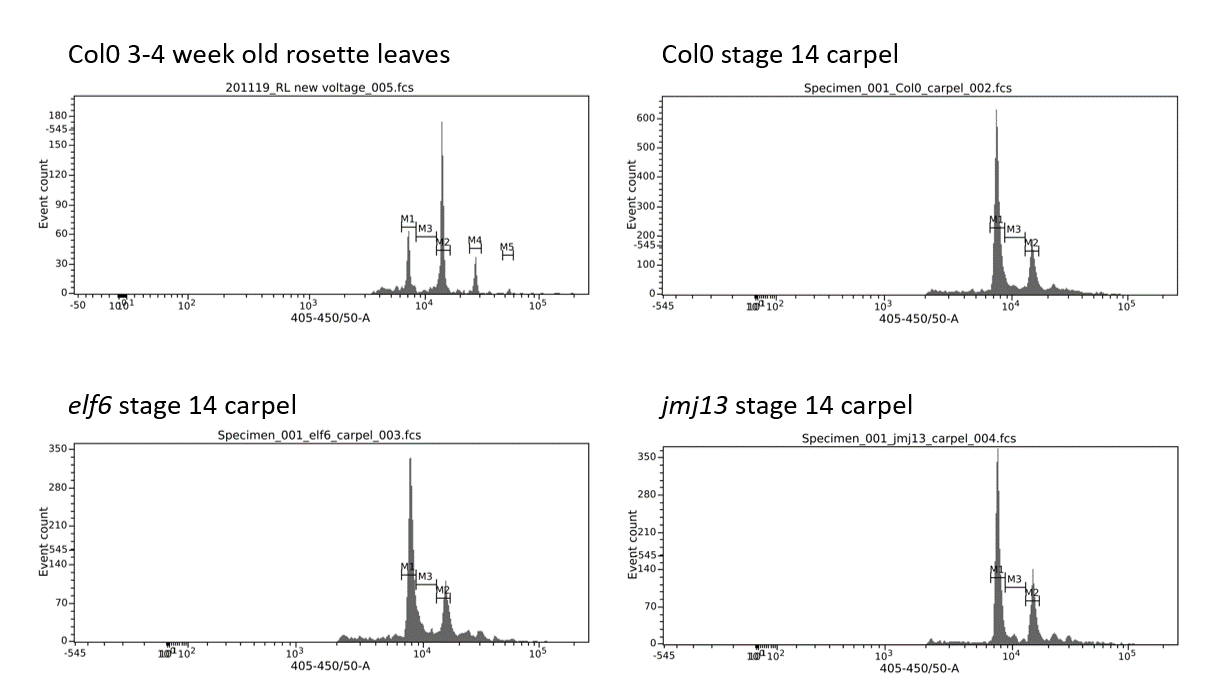

**Supplementary Figure 7.** Flow cytometry of DAPI stained nuclei revealed that no endoreduplication takes place in the carpels up to floral developmental stage 14, in contrast to rosette leaves where significant 8C and 16C peaks can be observed. It was also demonstrated that loss of elf6 and jmj13 had no effect on the degree of endoreduplication.

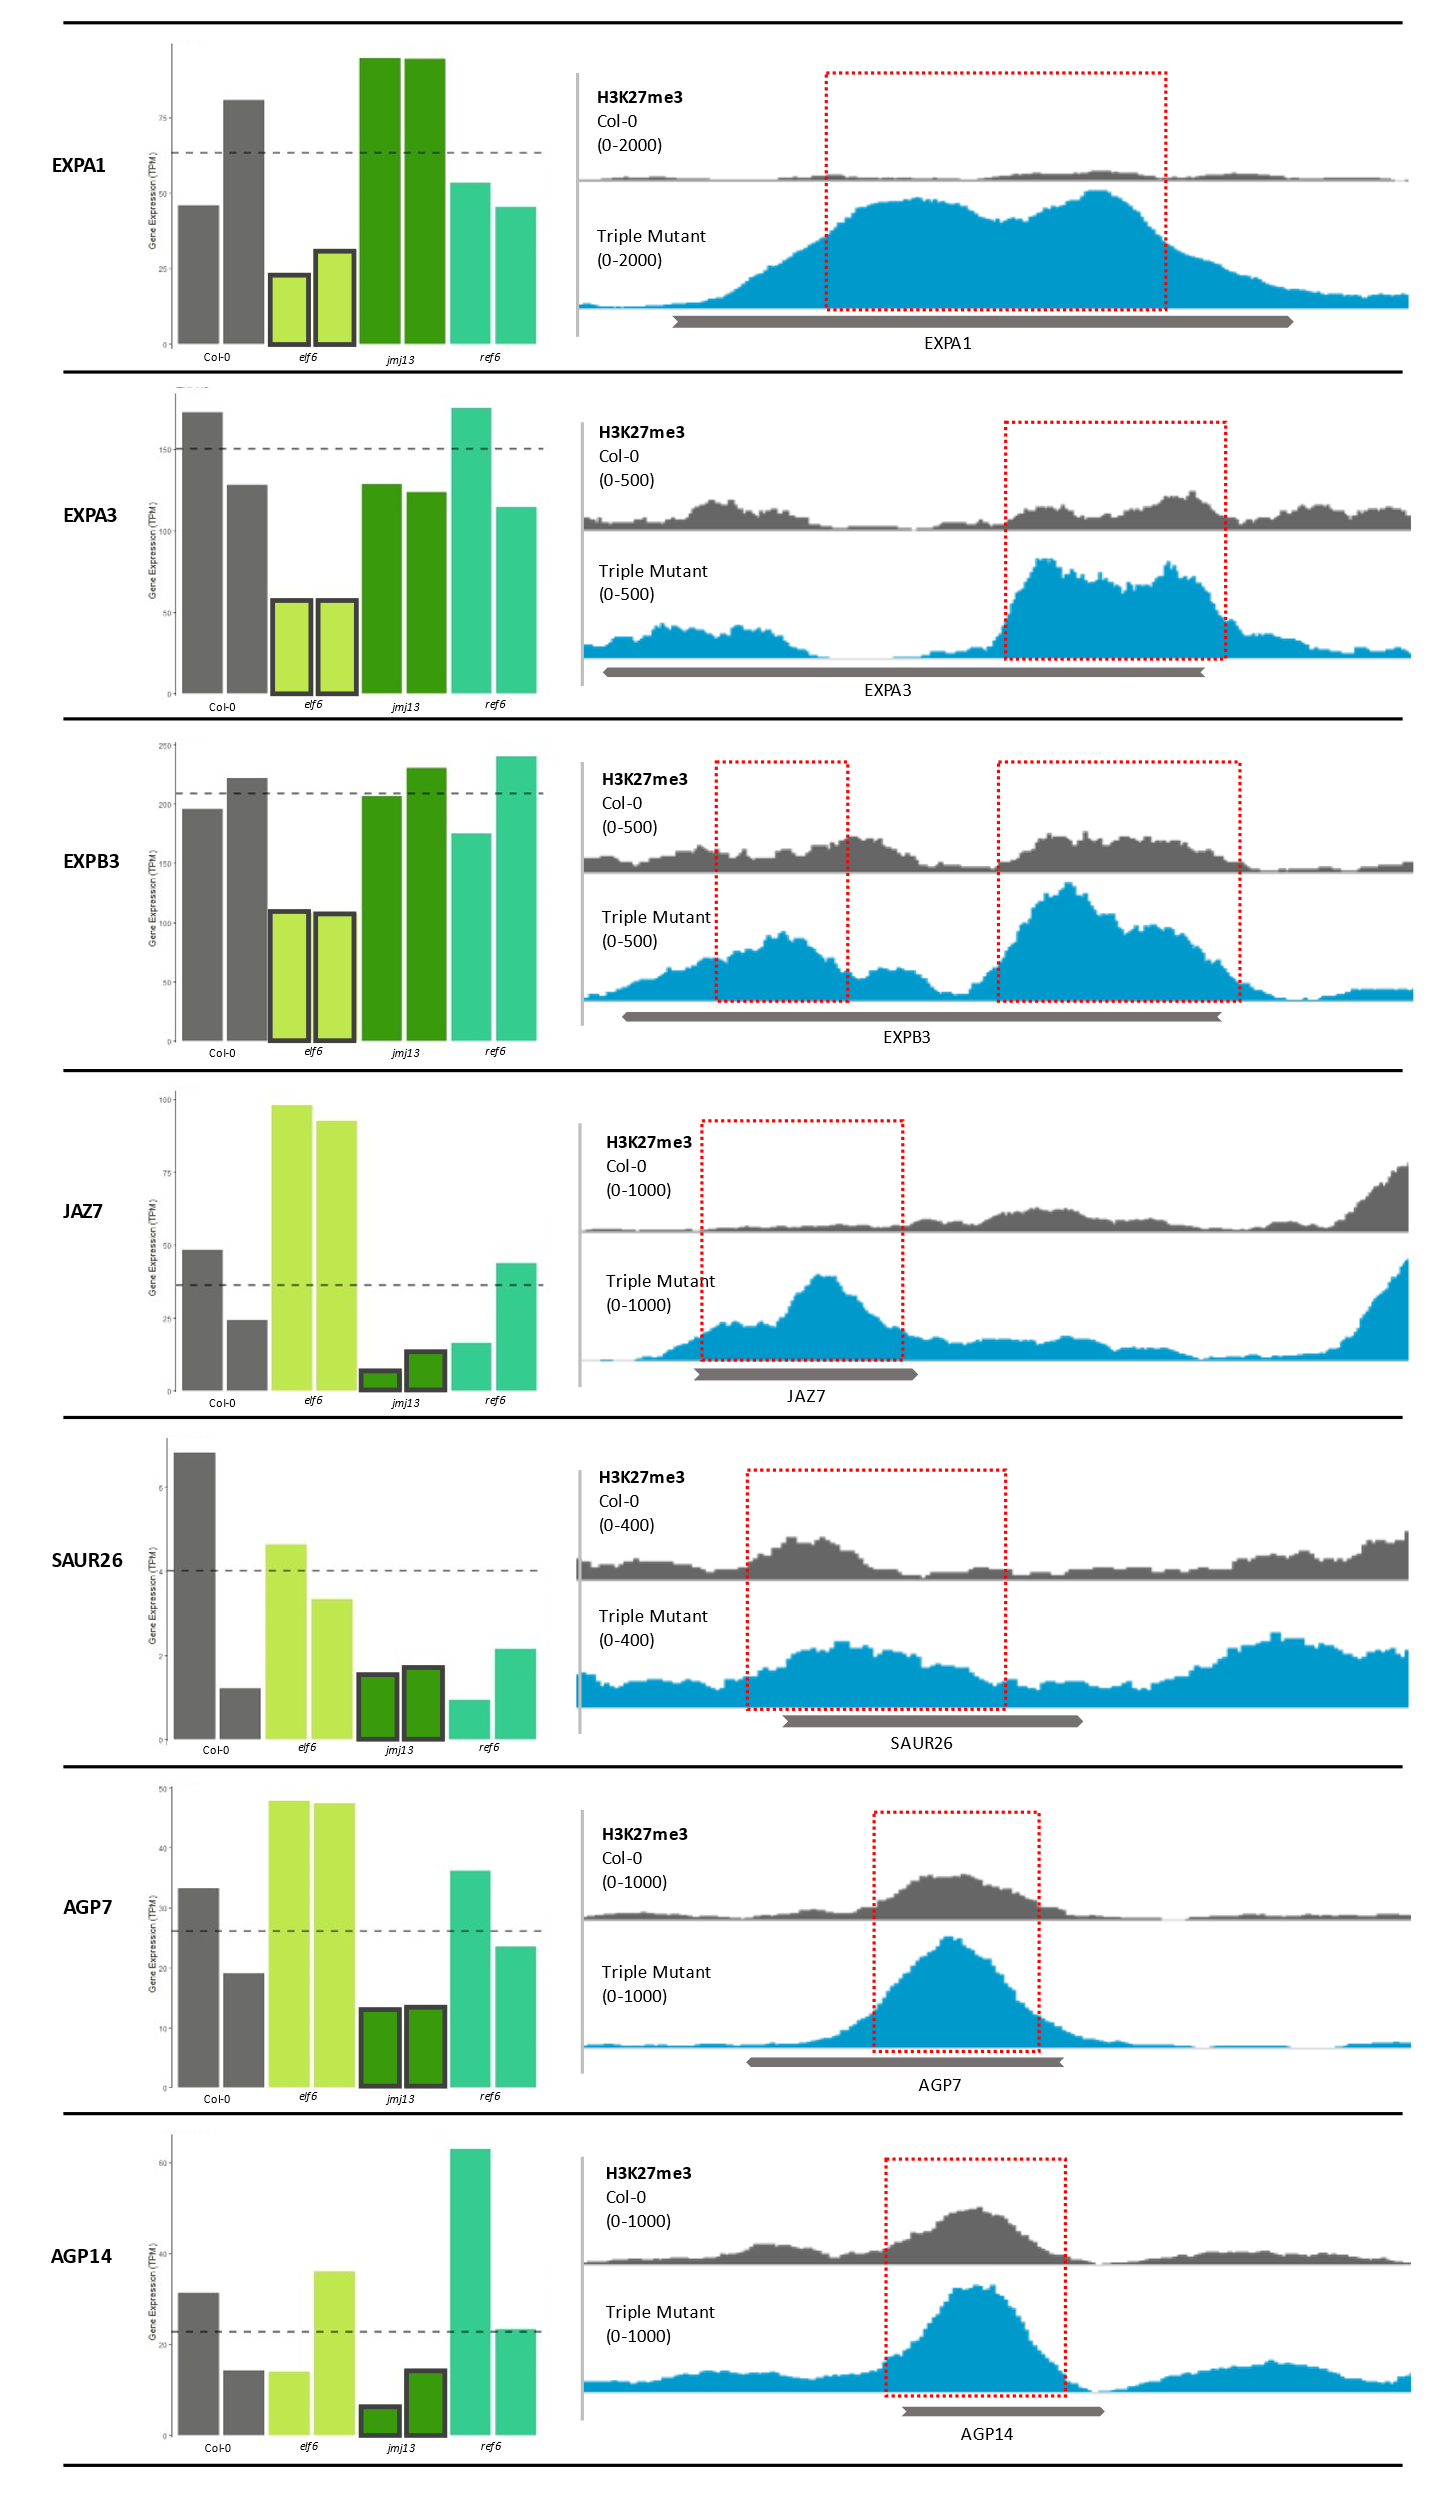

**Supplementary Figure 8.** Gene expression and H3K27me3 changes to ELF6 and JMJ13 target genes in demethylase knock-out mutant inflorescences. For each gene, the left panel shows the gene expression measured in transcripts per million (TPM), with a dashed line representing the mean TPM of the wildtype Col-0. A bold border on the gene expression bar chart highlights the expression levels of predicted target genes in the knockout mutants of the respective demethylases. The right-hand side panel depicts the H3K27me3 wiggle plot for each gene, where the y axis depicts ChIP-seq read coverage (re-analysis using raw data from Yan et al ., 2018; range detailed in parentheses next to each plot) and the x axis plotting genomic coordinates around the gene of interest. The gene model of the gene of interest is aligned to the genomic coordinates below the wiggle plot.

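TPM is the FPKM of a gene divided by the sum of FPKM over the genes of that library, multiplied by a constant, so that every library has the same total. It corrects for gene length and total count but not for a few genes that take a larger part of one library, as in replicate 1 of Col-0 and of *ref6*. A mean over replicates also hides their spread, which for XTH24, a listed JMJ13 target, was 8.31 TPM (SD, n = 2) around 33.14 TPM in Col-0 and 0.0 TPM around 13.58 in the libraries labelled *jmj13*.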

How the deposited data were processed for this re-analysis (not part of the article)

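RNA from buds of stages 9 to 13 was sequenced by the authors from Col-0, *elf6*, *jmj13* and *ref6*, with 2 libraries per genotype and 8 in all. Genotype and replicate number were taken from the sample labels and checked against the paper's methods, which give the same genotypes and number of replicates. The labels name no allele. For *elf6*, the allele named with the deposited data differs from that in the paper's methods. Which *elf6* allele was sequenced is therefore not known. The labels number the replicates of every genotype, and the pairing of same-numbered libraries used in some fits comes from these numbers only. The paper does not state that same-numbered libraries were grown or harvested together.

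The authors deposited one table per library with 2 kinds of value per gene. The expected count is the authors' estimate of the number of reads from a gene, neither scaled for depth nor for length, and need not be a whole number. Between 89.2% and 91.7% of the expected counts in a library were whole. FPKM, also deposited by the authors, is the expected count scaled by gene length and by the total of the library. The paper's methods state single-end sequencing after mRNA enrichment, alignment to the TAIR10 genome with bowtie2, and NOISeq for differential expression. The layout of the tables is that of RSEM, but the paper's text names neither the counting program nor the gene annotation, the read filters or the use of strand. Genes with a value of 0 are not listed, and an unlisted gene was taken as 0. The authors' alignments and the H3K27me3 data were not used here.

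The total of expected counts per library ranged from 11373306 to 12048319, with a median of 11552144. The paper states over 30 M sequences from each sample, which counts reads and not reads assigned to genes. It does not state whether the expected counts were made from all of these sequences. A gene with 3 counts or fewer in every library of a genotype was treated as at the floor, and a fold change against such a genotype is given as a lower bound. This bound uses the mean of the libraries of the other genotype and does not hold against each of them. Intervals and floors cover counting error only.

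Expected counts were rounded to whole numbers. Genes were filtered by edgeR's filterByExpr with the genotype as group, which kept 19939 of the 25738 genes listed in any library. Counts were scaled by TMM and fitted with one factor for genotype over all 8 libraries, and each contrast was tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and DEGs had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Gene families were tested with limma's camera with an inter-gene correlation of 0.01, and families were taken from the symbols of the annotation. Families were also compared with 10000 random sets of genes matched in size, gene length and mean expression. Each family includes genes that the paper chose partly by their fall in these libraries. Neither the test nor the draws were repeated without those genes. The inter-gene correlation was fixed and not estimated from these libraries. TPM was computed from FPKM by scaling each library to the same sum.

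The alternatives tried were DESeq2's size factors, library size only and the upper quartile in place of TMM, DESeq2's test, no filter on low counts, a mean of at least 50 reads per gene, no fold criterion, a fit of only the 4 libraries compared, and the replicate number as a block. Limma with trend was run on log2(FPKM + 1), on log2(FPKM + 0.1), and on genes with a mean FPKM of at least 1. The NOISeq criteria of the paper's methods, a probability of at least 0.8 and a 2-fold change, were recomputed on TPM from the published description, with values of 0 counts set to 0.5, since the package itself was not used. The ratio of mean TPM served as another fold scale, and each library was left out in turn without a test. These choices and those of the main test were made before the data were examined. A block for the 2 libraries set apart (Col-0 replicate 1 and *ref6* replicate 1), a correction for gene length and GC content, the NOISeq criteria over all listed genes, the upper quartile and the ratio of mean TPM for the gene families, the settings for single genes so described below, and the direction and sharing of 2-fold changed genes were chosen after seeing the data.

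Genes named in the text were fixed by a rule. They are the genes named by locus in the paper's methods, in Tables 1 and 2 or in Supplementary Table 1, with CRC, MYB21, JAZ1, JAZ8 and JAZ11. To these were added, for each mutant, the 2 DEGs with the largest increase and the 2 with the largest decrease among those with both mutant libraries on the same side of both Col-0 libraries and a mean of at least 5 TPM. In *elf6*, 17 of the 24 DEGs met these conditions and none had decreased. In *ref6* the only DEG met them. Any other gene named is said to have been chosen after its values were seen.

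Coordinates, exon numbers, transcript lengths and GC content come from the NCBI annotation of TAIR10.1, in which 25391 of the 25738 gene identifiers (98.7%) were found. They are used only to describe genes, since the counts were made by the authors on their own annotation. Similar genes were searched for among the transcripts with BLAST+, and overlapping genes were read from the annotation.

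The tests were tried on simulated counts for 19939 genes, of which 200 were changed by a log2 fold change of 2 in either direction and 19671 passed the filter. The changed genes were drawn from those with a mean of at least 50 counts, and each gene had the same spread in all genotypes. The quasi-likelihood test recovered 185 of the 200 (92.5%) with 13 false calls among 198, and with the replicate block 184. DESeq2 recovered 188 with 29 false calls among 217, and limma 172 (86%). The NOISeq criteria recovered 157 (78.5%) with 77 false calls among 234, and made 81 calls in a contrast without changed genes. Camera gave a p-value of 3.45e-22 for a lowered set of 30 genes and 0.729 for a random set of 30. Counts were drawn independently for each gene, so this does not check the assumed correlation. The length correction reduced a simulated relation with gene length from a Spearman's rho of 0.388 to 0.013 across 19663 genes.

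The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6, and BLAST+ 2.17.0. Random draws used a seed of 1.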

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

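The tests on the arabinogalactan protein genes, on touch and wound markers and on markers between same-numbered libraries were chosen only after the result was seen.

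Among the DEGs between *elf6* and the libraries labelled *jmj13*, 148 genes lie outside Supplementary Table 1, and the paper does not discuss them. Of these, 140 were higher and 8 lower in *elf6*, and the libraries of these genotypes did not overlap in any of the 148. By chance 33.3% of genes are apart, but these genes were chosen by this same comparison, so their separation is no further evidence. The mean of Col-0 lay between those of the mutants in 129 of them, and in 122 it was above *jmj13* and below *elf6*. All 148 were also called with the replicate block, with only the 4 libraries in the fit and by DESeq2, 146 with the length and GC correction chosen after seeing the data, and 27 with scaling by library size only. Of the 148, 17 were also DEGs of *elf6* against Col-0. Differences in bud stage, time of harvest and handling between the samples were weighed with lists of marker genes. The 11 tapetum markers were higher in *elf6* by 0.51 on the log2 scale, with gaps between replicates of 0.21 in *elf6* and 0.06 in *jmj13*, while the 5 late pollen markers differed by -0.57 with gaps of 0.88 and 0.82. These gaps went the same way in both mutants, and between same-numbered libraries the late pollen markers differed by -0.54 and -0.60, so a difference in late pollen is not excluded by the gaps. The difference between 3 morning and 5 evening clock genes was -1.29 (gaps 0.14 and 0.18). The 11 touch and wound markers were higher in *elf6* by 1.74 (gaps 0.09 and 0.73), and 1 of them, WRKY33, named after its values were seen, is among the 148 genes. Each of the tapetum, clock and wound differences exceeds the gaps between replicates of *elf6* and of *jmj13*, but replicates of *ref6* were 0.86, 0.89 and 0.91 apart in these measures, so that the tapetum difference is smaller than a gap seen between replicates. A mutation could also change these genes itself. The difference between the mutants therefore cannot be told apart from a difference in the stage, hour or handling of the samples. Since the JMJ13 total did not fall in the libraries labelled *jmj13*, gene totals do not check that label. ELF6 had 3.37 and 3.05 TPM in these libraries against 0.4 and 0.63 in *elf6*, which excludes an exchange with the *elf6* libraries only.

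Apart from AGP7, AGP14 and AGP22, 25 arabinogalactan protein genes were tested, and 24 of them were lower in the libraries labelled *jmj13* than in Col-0 under TMM. The exception was AGP31, named after its values were seen. Their mean log2 fold change was -1.30, and in 22 both *jmj13* libraries were below both Col-0 libraries (16.7% by chance). These genes are short, with a median length of 649 nt over the family, and short genes were higher in Col-0 replicate 1. In 0.0% of 10000 random sets matched on gene length and mean expression was the mean as low as in the family, where the random sets had a median of -0.50. The share was again 0.0% with Col-0 replicate 1 left out, where the family mean was -0.70 and the random median -0.14. Without AGP6 and AGP11, which are markers of late pollen, the share was 0.0% and the mean -1.41. Leaving them out does not correct the other members for bud stage, so the shift cannot be told apart from a difference in stage. With the length and GC correction, chosen after seeing the data, the family mean moved to -0.88 and the set was still lower than other genes (limma's camera test, unadjusted p = 5.21e-13). Gene length and Col-0 replicate 1 each leave part of the shift unexplained, while bud stage remains, and other differences in tissue composition between the samples were not tested. As a hypothesis, arabinogalactan protein genes may be lower in these buds as a family and not only at the genes predicted as targets, but the label of the *jmj13* libraries is not checked by its gene total.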

How the results depend on the processing

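No test named in this part was chosen only after the result was seen, but the direction and sharing of 2-fold changed genes, the 2-fold count over Supplementary Table 1 and the settings so described were chosen after seeing the data. Where a cause is not given, the cause was not tested.

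In *elf6* against Col-0, the 24 DEGs became 10 with library size only, 437 with DESeq2, 505 without the low-count filter, 61 with only the 4 libraries compared, 58 with limma on log2(FPKM + 1), 2 with limma on log2(FPKM + 0.1) and 368 by the NOISeq criteria. DESeq2's size factors (21), the upper quartile (26), a mean of at least 50 reads (16), no fold criterion (24) and limma on genes with a mean FPKM of at least 1 (31) stayed within 1.5 times. In *jmj13*, where no gene was a DEG but 2232 had an unadjusted p-value under 0.05, the count was 265 with DESeq2, 235 without the filter, 5 with only the 4 libraries, 1 with limma on log2(FPKM + 0.1) and 116 by the NOISeq criteria. In *ref6*, the 1 DEG became 33, 32 and 11 with DESeq2, without the filter and by the NOISeq criteria. It became 0 with library size only, a mean of at least 50 reads, only the 4 libraries, limma on log2(FPKM + 1) and limma on genes with a mean FPKM of at least 1, against 931 genes at an unadjusted p-value under 0.05. Between *elf6* and *jmj13*, the 154 DEGs became 32 with library size only, 435 with DESeq2, 448 without the filter, 727 with only the 4 libraries, 23 with limma on log2(FPKM + 0.1), 89 with limma on genes with a mean FPKM of at least 1 and 520 by the NOISeq criteria.

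With the replicate number as a block, 290 genes were DEGs in *elf6* (56.2% of them up-regulated), 0 in *jmj13*, 2 in *ref6* and 287 between *elf6* and *jmj13*. Same-numbered libraries of Col-0 and *elf6* had replicate log2 ratios correlated at r = 0.088 across genes, and those of Col-0 and *jmj13* at r = 0.015. The block is fitted over all 8 libraries, and it called 6 of the 23 ELF6 targets, EXPB3, EXPA3 and EXPA1 among them, and moved ELF6 itself past the threshold (log2 fold change -2.07, adjusted p = 0.0176, where the alternatives range from 0.000273 to 0.348). Under the block, the family means were -0.74 for expansins, -0.69 for JAZ genes, -1.29 for arabinogalactan protein genes and -0.72 for SAUR genes, with p-values from limma's camera of 4.63e-08, 0.000328, 3.62e-19 and 4.88e-08.

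Among the settings chosen after seeing the data, a block for the 2 libraries set apart gave 257 DEGs in *elf6*, 38 in *jmj13*, 33 in *ref6* and 580 between *elf6* and *jmj13*. The length and GC correction gave 56, 0, 4 and 277, and together with the replicate block 268, 1, 2 and 372. The NOISeq criteria over all listed genes gave 284, 66, 8 and 489.

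The share of up-regulated genes among the *elf6* DEGs fell from 100% to 50.6% with DESeq2, 53.1% without the filter, 75.5% by the NOISeq criteria, and, among the settings chosen after seeing the data, 67.3% with the block for the libraries set apart, 65.3% with the length and GC correction in the replicate block, and 80.3% by the NOISeq criteria over all listed genes. For *jmj13* this share has no value, because there was no DEG. Of the genes called in *jmj13* under the alternatives, 3.0% were up-regulated with DESeq2 (8 of 265), 5.1% without the filter (12 of 235) and 37.1% by the NOISeq criteria (43 of 116), and, among the settings chosen after seeing the data, 7.9% with the block for the libraries set apart (3 of 38) and 31.8% by the NOISeq criteria over all listed genes (21 of 66). With only the 4 libraries 1 of 5 was up-regulated, with limma on log2(FPKM + 0.1) the single DEG, and with the length and GC correction in the replicate block the single DEG was down-regulated. The share of higher genes among the 2-fold changed genes of *elf6* was 41.3% and moved to 38.6% with DESeq2's size factors, 77.7% with library size only, 32.5% with a mean of at least 50 reads, 80.7% with the ratio of mean TPM and 50.4% with the length and GC correction. It ranged from 35.9% to 59.3% when each library was left out. In *jmj13*, 33.6% became 29.1%, 85.8%, 11.0%, 89.7% and 43.2% under these settings and 42.1% with the upper quartile, and from 27.4% to 54.8% with each library left out.

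The DEGs shared by *elf6* and *jmj13*, 0 at first, were 51 with DESeq2, 63 without the filter, 2 with only the 4 libraries, 1 with limma on log2(FPKM + 0.1), 25 by the NOISeq criteria, 8 with the block for the libraries set apart and 18 by the NOISeq criteria over all listed genes. Over 2-fold changed genes, the 849 shared in the same direction became 342 with a mean of at least 50 reads, and between 569 and 2996 with each library left out. The number of 2-fold changed genes was 1112 of 2260 in *elf6*, 862 of 2007 in *jmj13* and 268 of 1250 in *ref6* with a mean of at least 50 reads, which removes weakly expressed genes, and 3224 in *jmj13* with the ratio of mean TPM. With each library left out it ranged from 1863 to 4548, from 1322 to 4690 and from 1479 to 2838. The highest *elf6* and *jmj13* counts were those against Col-0 replicate 1 alone.

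None of the 23 ELF6 targets was called lower in *elf6* at first, with all 23 at an unadjusted p-value under 0.05. DESeq2 called 10, the test without the filter 10, that with only the 4 libraries 1, the NOISeq criteria 5, the block for the libraries set apart 6, the length and GC correction 1, that correction in the replicate block 5, and the NOISeq criteria over all listed genes 4. Of the 18 JMJ13 targets, 0 were called at first, with all 18 at an unadjusted p-value under 0.05, then 13, 12, 1 and 6 in that order, 1 with the block for the libraries set apart and 5 by the NOISeq criteria over all listed genes. Of the 41 genes, the 6 called between *elf6* and *jmj13* became 14 with DESeq2, 15 without the filter, 18 with only the 4 libraries, 18 by the NOISeq criteria, 9 with the replicate block, 15 with the block for the libraries set apart, 9 with the length and GC correction, 9 with that correction in the replicate block and 19 by the NOISeq criteria over all listed genes. The number at least 2-fold different by fold change, without regard to the floor, stayed between 36 and 41 under the settings computed for it, and between 32 and 35 with each library left out.

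The 4 families kept their direction and their side of the threshold in every fit tested with limma's camera. That test was not run with a library left out. Without Col-0 replicate 1, the mean of the JAZ genes moved to -0.28, and they stood out less from matched random sets. With the ratio of mean TPM, chosen for the families after seeing the data and run without a test, the mean log2 fold changes were -0.354 for expansins, -0.148 for JAZ genes, of which 5 of 11 were lower, and -0.199 for SAUR genes. Over all settings the means ranged from -0.82 to -0.35 for expansins, from -1.04 to -0.15 for JAZ genes, from -1.83 to -0.69 for arabinogalactan protein genes and from -1.07 to -0.20 for SAUR genes.

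Of the demethylase genes, ELF6 kept its direction in *elf6*. It passed the threshold with DESeq2 (log2 fold change -2.10, adjusted p = 0.000273), the upper quartile, the test without the filter and the replicate block, and, among settings chosen after seeing the data, with the block for the libraries set apart (-2.0), the length and GC correction (-2.17) and that correction in the replicate block (-2.17), with adjusted p-values of up to 0.348 over the alternatives. It ranged from -2.43 to -1.78 with each library left out. JMJ13 in *jmj13* changed sign from -0.07 to 0.32 with library size only, 0.23 with limma on log2(FPKM + 1) and 0.36 with the ratio of mean TPM, and ranged from -0.41 to 0.38 with each library left out. REF6 in *ref6* changed sign from 0.31 to -0.091 with the length and GC correction and -0.094 with that correction in the replicate block, and ranged from -0.053 to 0.62 with each library left out.

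For the 55 other results on single genes, 764 values were computed with library size only, DESeq2's size factors, DESeq2, the replicate block, only the 4 libraries, limma on log2(FPKM + 1), the ratio of mean TPM and each library left out, and with the 3 block and correction settings chosen after seeing the data. Of these, 670 kept their direction and side of the threshold or moved by less than the replicate spread, 47 passed the threshold where the main result had not, 4 fell below it, 25 untested fold changes moved by more than the replicate spread and 18 changed sign. Another 358 values came from the upper quartile, the test without the filter, a mean of at least 50 reads, limma on log2(FPKM + 0.1) and on genes with a mean FPKM of at least 1, and the NOISeq criteria over tested and over all listed genes, which were taken up for single genes after seeing the data. Of these, 46 passed the threshold where the main result had not, 24 of them without the filter, 5 fell below it, and 16 changed sign, in BZR1, BZR2, CRC and JAZ11. BZR1 in *elf6* (-0.12) became 0.17 with library size only, 0.20 with limma on log2(FPKM + 1), 0.21 with the ratio of mean TPM, and it ranged from -0.34 to 0.068 with each library left out. BZR2 (-0.048) became 0.22, 0.29 and 0.25 under these scalings and ranged from -0.30 to 0.25. CRC in *jmj13* (-0.39) became 0.026, 0.071 and 0.079, and JAZ11 (-0.50) became 0.048, 0.13 and 0.14, as well as 0.30 with the block for the libraries set apart, with a range from -1.11 to 0.47 with each library left out. The scalings that changed these signs also raised the median of all genes.

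With 2 libraries per genotype, no comparison can be given a permutation test under 0.05, and the depth limits weakly expressed genes such as SAUR26, JAZ8 and AGP22, whose counts in *jmj13* were 16 or fewer. The same test recovered 92.5% of the changed genes in simulated libraries of this size and depth. Those genes had a mean of at least 50 counts and were all given a log2 fold change of 2. Each gene had the same spread in all genotypes, and no library was set apart. The simulation therefore does not tell whether the number of replicates accounts for the low number of DEGs in the data.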

Differences from the paper's values

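No test in this part was chosen only after the result was seen. The paper gives over 30 M sequences per sample, and the median total of expected counts was 11.6 M, which counts reads assigned to genes. No alternative bears on this value. Whether the expected counts were made from all of the sequences is not known.

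The paper reports 2023 DEGs in *elf6*, 2599 in *jmj13* and 103 in *ref6*, where 24, 0 and 1 were found here. It reports 696 shared by *elf6* and *jmj13* and 3230 in only 1 of them, against 0 and 24. None of the alternatives set before the data were examined closed these gaps, and the highest counts among all settings were 505, 265 and 33. At an unadjusted p-value under 0.05, 2232 genes differed in *jmj13*. As a separate measure, without any test, 2260, 2007 and 1250 genes were at least 2-fold changed, and with scaling by library size only 2254, 2857 and 1170. The paper's probability for INO in *jmj13* is 0.98, and the recomputed one was 0.627, which no setting changed to within the criterion.

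The paper's Fig. 3 shows about 77% of *elf6* DEGs as up-regulated, read by eye, where the share here was 100%. With the NOISeq criteria it was 75.5%, with DESeq2 50.6%, without the low-count filter 53.1% and with the replicate block 56.2%. Under the other alternatives set before the data were examined, it lay between 88.5% and 100%.

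Of 85 log2 fold changes that the paper states, 26 differed. With scaling by library size only, set before the data were examined, none of the 85 differed, and with the ratio of mean TPM 3 did. This is the setting under which the values fall within the paper's. In *jmj13*, the paper's value for MYB24 is -1.6 against -2.12 here, and library size only gave -1.64, limma on log2(FPKM + 1) -1.55 and the ratio of mean TPM -1.57. In *elf6*, the paper's values and those found here were -1.80 and -2.15 for LEA2, -1.34 and -1.65 for AT1G09740, -1.07 and -1.38 for AT2G29660, -1.10 and -1.42 for PLC6, -1.22 and -1.53 for PRR9, -1.39 and -1.68 for MARD1, -2.76 and -3.16 for CBF1 and -1.01 and -1.36 for EXPB3. For JMJ13 targets in *elf6* they were 0.37 and -0.071 for AT1G72240, -0.31 and -0.65 for UPS4, 0.06 and -0.24 for AT3G55870 and 0.25 and -0.14 for AGP14. In *jmj13*, the paper's values and those found here were -0.52 and -0.98 for LEA2, -0.03 and -0.48 for AT1G09740, 0.47 and 0.045 for EXPA1, 0.12 and -0.32 for AT2G29660, 0.26 and -0.20 for PLC6, 0.63 and 0.21 for MARD1, 0.26 and -0.20 for AT4G21930, 0.38 and -0.078 for CBF1, 0.00 and -0.47 for EXPB3, 0.16 and -0.32 for DTX51, 0.09 and -0.49 for AT5G05910, 0.19 and -0.33 for AT6 and -2.10 and -2.52 for AT2G17845.

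Library size only closed the gap for all of these, and the ratio of mean TPM for all except AT1G09740 and AT2G29660 in *jmj13*. Limma on log2(FPKM + 1) closed it for all except AT1G09740, AT2G29660, PLC6, PRR9 and CBF1 in *elf6* and AT2G17845 in *jmj13*. DESeq2's size factors, DESeq2, the replicate block and the fit of only the 4 libraries closed none. Leaving out a library, also set before the data were examined, closed it in some fits: without Col-0 replicate 1 for MYB24, LEA2, AT1G09740, CBF1 in *elf6*, EXPB3 in *elf6*, DTX51, AT5G05910, AT6, AT1G72240, UPS4 and AGP14, without Col-0 replicate 2 for PRR9 and MARD1 in *elf6*, without *elf6* replicate 1 for AT1G09740, PRR9, MARD1, AT3G55870 and AGP14 in *elf6*, without *elf6* replicate 2 for LEA2 and CBF1 in *elf6*, without *jmj13* replicate 1 for LEA2 and AT1G09740 in *jmj13*, and without *jmj13* replicate 2 for PLC6 in *jmj13*. Of the settings chosen after seeing the values, the block for the libraries set apart closed it for MYB24, LEA2, AT2G29660 in *elf6*, MARD1 in *elf6*, CBF1, EXPB3 in *elf6*, DTX51, AT5G05910, AT6, AT1G72240, UPS4 and AGP14. Also chosen after seeing the values, the length and GC correction closed it for LEA2, AT1G09740, AT4G21930, CBF1 in *elf6*, AT5G05910, AT1G72240 and AGP14, and this correction in the replicate block for the same genes, with CBF1 in *jmj13* in place of *elf6*. A gap is closed here when the signs are the same and the values differ by no more than the replicate SD. In 3 of these cases the value was still farther from the paper's than the main one, namely 1.11 for AT5G05910 in *jmj13* and 1.05 for AT1G72240 in *elf6* without Col-0 replicate 1, and 0.75 for AGP14 in *elf6* with the block for the libraries set apart, which was chosen after seeing the values.

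The paper calls INO and MYB24 changed in *jmj13* and all 41 genes of Supplementary Table 1 lower in the respective mutant, none of which was a DEG here. INO was called under no setting. MYB24 was called by DESeq2, without the low-count filter, by the NOISeq criteria, and under settings chosen after seeing the values by the NOISeq criteria over all listed genes and the block for the libraries set apart. DESeq2 and the test without the filter called LEA2, EXPA1, AT2G29660, EXPA3, AT3G27416, AT3G43670, MARD1, CBF1, EXPB3 and CYP81F4 in *elf6*, and AT1G50040, PUP18, AT1G72240, AT1G74820, AT2G17845, JAZ7, AT2G44578, AT3G19680, DMP4, XTH24, AGP22 and AGP7 in *jmj13*, to which DESeq2 added UPS4. The replicate block called LEA2, EXPA1, EXPA3, AT3G27416, EXPB3 and CYP81F4 in *elf6*. The fit of only the 4 libraries called LEA2 and AT1G74820. The NOISeq criteria called LEA2, EXPA1, EXPA3, AT3G27416 and MARD1 in *elf6* and PUP18, AT1G72240, AT1G74820, JAZ7, AT3G19680 and XTH24 in *jmj13*, and over all listed genes, a setting chosen after seeing the values, the same without EXPA1 and XTH24. Of the other settings chosen after seeing the values, the block for the libraries set apart called LEA2, EXPA1, EXPA3, AT3G43670, MARD1, EXPB3 and AT1G74820, the length and GC correction LEA2, and that correction in the replicate block LEA2, EXPA1, EXPA3, EXPB3 and CYP81F4.

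The paper states that DEGs of both mutants were mostly up-regulated. In *jmj13* no gene was a DEG here, 3.0% of the DEGs called by DESeq2 and 5.1% of those called without the filter were up-regulated, and of the 2-fold changed genes 33.6% were higher with TMM and 85.8% with library size only. The paper has the 41 genes of Supplementary Table 1 at least 2-fold different between *elf6* and *jmj13*, where 37 were by fitted fold change with TMM, or 35 with the floor of 3 counts taken into account, and 41 by fold change with library size only or the ratio of mean TPM. Of the target genes called in the paper, 13 of the 23 ELF6 targets and 5 of the 18 JMJ13 targets were called against Col-0 under no setting. They are AT1G09740, PLC6, PRR9, AT3G26445, AT4G21930, DTX49, DTX51, EPFL2, FLZ7, AT5G05910, AT6, ZFP2 and AT5G62820 in *elf6*, and AT1G64360, SAUR26, LEC, AT3G55870 and AGP14 in *jmj13*. The paper's Table 1 and Supplementary Table 1 carry opposite signs for DTX51 and CYP81F4 in *jmj13*.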

Other observations

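The tests on the spread between *ref6* and Col-0 replicates and on the scaling between libraries were chosen only after the result was seen. The scale on which the share of higher genes against a single Col-0 library was counted (TPM) was also fixed after its test was written.

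Replicate 1 of Col-0 and replicate 1 of *ref6* lay apart from the other 6 libraries on the first principal component, which held 37.6% of the variance. The second component held 20.2%. Several technical explanations were tested. Without the 50 most abundant genes the SD of the Col-0 replicate ratios was 1.56 times that of *elf6*, but an SD over all genes hardly depends on so few of them, so the difference cannot be told apart from an effect of a few abundant genes. Gene length was related to the Col-0 replicate ratio across genes (Spearman's rho = -0.341 over 19816 genes), with a median log2 ratio of 0.60 in genes of up to 919 nt and -0.22 in genes of 2236 nt or more. In *ref6* the relation was weaker (rho = -0.093), with medians of 0.34 and 0.06. GC content gave a rho of -0.246 in Col-0, under the 0.3 set for that test, and 0.022 in *ref6*. One difference shared by both libraries would be expected to give a strong correlation of the replicate ratios of Col-0 and *ref6*, and it was r = 0.364, below the 0.5 set for that test. A partly shared difference is not excluded by this, since these libraries had close values on the first component (70.4 and 70.5), close TMM factors and a similar share of counts in the 50 most abundant genes. Late pollen markers differed by -0.66 between Col-0 replicates 1 and 2 but by 0.11 in *ref6*, and tapetum markers by 0.30 and -0.86, so the stage markers did not move together in these genotypes. A length-related difference in library preparation or RNA quality is a candidate explanation for part of the Col-0 difference.

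Most 2-fold changed genes of *elf6* and *jmj13* were higher than in Col-0 under some scalings and lower under others. In *jmj13* the share that was higher was 85.8% with library size only and 33.6% with TMM, so the direction of most changes depends on the scaling when all libraries are used. Against Col-0 replicate 2 alone, on the TPM scale, the share in *elf6* was 67.5% (1276 of 1891), and against Col-0 replicate 1 alone 91.5% (7072 of 7732). Col-0 replicate 1 therefore raises this share but does not account for all of it on that scale. With TMM the share moved the other way, to 59.3% (1105 of 1863) in *elf6* and 54.8% (725 of 1322) in *jmj13* once Col-0 replicate 1 was left out, so the direction also depends on that library. Counts that add to a fixed total cannot show whether the whole transcriptome rose or a few abundant genes fell, and no spike-in was analysed here.

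Genes that were 2-fold changed in both *elf6* and *jmj13* could be shared because both were set against the same Col-0 libraries. With a separate Col-0 library for each mutant, the lower ratio of observed to expected genes changed in the same direction was 1.89, against 7.06 with both libraries in common. For genes changed in opposite directions the ratio of observed to expected was 1.56 in that assignment and 1.03 in the other, where the ratio for the same direction was 2.71. The common reference may thus produce much of the overlap, and part of the excess that is left under the first assignment does not follow direction. The separate Col-0 libraries also differ from each other in the way described above, and this was not removed.

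Few genes differed between *ref6* and Col-0, and one explanation is the large spread between the replicates of these genotypes. Replicate 2 of *ref6* and of Col-0, taken alone, were at least 2-fold apart in 1133 genes. Col-0 replicate 2 was apart from the *elf6* libraries in 1860 and 1910 genes and from the *jmj13* libraries in 1573 and 1367, and replicate 2 of *ref6* was apart from replicate 2 of *jmj13* in 1217. The number for *ref6* and Col-0 is the lowest of these. Replicate 1 of *ref6* and of Col-0 were apart in 3084 genes, against 3565 between the Col-0 replicates. Col-0 replicate 1 was apart from the *elf6* and *jmj13* libraries in 4317 to 4781. Both replicate 1 libraries lay apart from the others, so this pair is not an independent check. The low number of changed genes therefore cannot be told apart from an effect of the spread between replicates.

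AT5G45430 was counted in both *elf6* libraries (59.57 and 20.75 CPM) and in both *jmj13* libraries (18.43 and 79.18), and had 0 counts in all 4 libraries of Col-0 and *ref6*. In the libraries labelled *jmj13* it was at least 142.4-fold higher than in Col-0. A search after this was seen, for genes with at least 50 counts in every library of some genotypes and 3 counts or fewer in all others, found no other gene over the 14 possible sets of genotypes. Its neighbour AT5G45420, named after its values were seen, changed by 0.53 and 0.43 on the log2 scale in these mutants. The neighbour on the other side, AT5G45440, also named after its values were seen, changed by -2.63 and -0.18. It was weakly expressed, with at most 1.49 CPM in any library. No explanation was tested.

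The paper's model has BZR2 recruiting ELF6 to expansin genes, for which the binding data were not analysed here. Transcript levels of BZR1 and BZR2 differed little in *elf6*, with log2 fold changes of -0.12 (standard error 0.271, adjusted p = 0.882, edgeR) and -0.05 (standard error 0.299, adjusted p = 0.963), and libraries of *elf6* and Col-0 overlapped in both genes. These paralogs are 81.1% identical over 1161 nt, and each overlaps a gene on the opposite strand. INO, which the paper discusses for *jmj13*, had a log2 fold change of -1.83 in the libraries labelled *ref6* (7 and 8 counts, adjusted p = 0.827, edgeR). LEC was at least 4.4-fold lower in the libraries labelled *ref6* than in Col-0.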
